# Sperm chromatin accessibility’s involvement in the intergenerational effects of stress hormone receptor activation

**DOI:** 10.1038/s41398-023-02684-z

**Published:** 2023-12-08

**Authors:** Vincent Fischer, Miriam Kretschmer, Pierre-Luc Germain, Jasmine Kaur, Sergio Mompart-Barrenechea, Pawel Pelczar, David Schürmann, Primo Schär, Katharina Gapp

**Keywords:** Epigenetics in the nervous system, Epigenetics and behaviour, Physiology

## Abstract

Dexamethasone is a stress hormone receptor agonist used widely in clinics. We and others previously showed that paternal administration of dexamethasone in mice affects the phenotype of their offspring. The substrate of intergenerational transmission of environmentally induced effects often involves changes in sperm RNA, yet other epigenetic modifications in the germline can be affected and are also plausible candidates. First, we tested the involvement of altered sperm RNAs in the transmission of dexamethasone induced phenotypes across generations. We did this by injecting sperm RNA into naïve fertilized oocytes, before performing metabolic and behavioral phenotyping of the offspring. We observed phenotypic changes in discordance with those found in offspring generated by in vitro fertilization using sperm from dexamethasone exposed males. Second, we investigated the effect of dexamethasone on chromatin accessibility using ATAC sequencing and found significant changes at specific genomic features and gene regulatory loci. Employing q-RT-PCR, we show altered expression of a gene in the tissue of offspring affected by accessibility changes in sperm. Third, we establish a correlation between specific DNA modifications and stress hormone receptor activity as a likely contributing factor influencing sperm accessibility. Finally, we independently investigated this dependency by genetically reducing thymine-DNA glycosylase levels and observing concomitant changes at the level of chromatin accessibility and stress hormone receptor activity.

## Introduction

Diseases affecting mental health are often induced or aggravated by stress and persistently rank among the highest health burdens worldwide [1, 2]. The effects of stress hormones are mediated via their receptors, including the ubiquitously expressed glucocorticoid receptor (GR), among others. GR plays a pivotal role in regulating stress hormone levels via negative feedback in the hypothalamus pituitary adrenal gland axis [1]. At the molecular level, GR acts as a transcription factor (TF) that can homo- or heterodimerize upon activation by glucocorticoids and bind to the DNA to regulate the transcription of other genes, but also its own expression [3]. Aberrant activation of GR, such as that elicited upon chronic or traumatic stress, can have detrimental consequences on health and result in long-lasting neuropsychiatric diseases. Besides increasing neuropsychiatric disease risk in the directly exposed organism, stress and aberrant GR activation can under some circumstances also influence offspring phenotype, due to its potential to impact the molecular makeup of germ cells.

Over the past decade, studies using a variety of stressors have linked the transmission of behavioral or metabolic effects to alterations in sperm RNAs, including miRNA, lncRNA, tRNA fragments, ribosomal and circRNA [4–9]. While correlations of intergenerational impacts of stress with changes in sperm DNA methylation have also been reported [10, 11], causal evidence is restricted to sperm RNA and only one study could establish correlates to human conditions [12].

We previously showed that a single systemic administration of dexamethasone (Dex), an agonist of one of the main stress hormone receptors, GR, is sufficient to elicit a phenotype in the offspring [5].

This was accompanied by changes in sperm RNAs, suggesting that these altered sperm RNAs might be involved in the transmission mechanistically. While some of the affected RNAs were also found altered in other models and have been clearly described to affect embryonic gene expression via transposable elements, our model did not show this type of regulation. This opens the intriguing possibility that these changes might not be the main carrier of information across generations in our model.

Sperm chromatin transmits a few histones (1–10% in mouse) with their post-translational modifications, as a potential means to impact offspring gene regulation [13–16]. Retention of nucleosomes in sperm is correlated with the establishment of DNA methylation-free regions in the early embryo [17]. *Gcn5* mediated histone acetylation was proven to be necessary for histone eviction and sperm fertility [18]. A specific set of histone post-translational modifications (hPTMs) in sperm have been shown necessary for normal offspring development [19] and their absence has been proven to aggravate diet induced effects on the health of the progeny [20]. In line with this, several studies showed that some hPTMs are sensitive to other environmental exposures such as drugs, hepatic injury and diet [21–24] and undergo extensive remodeling during epididymal transit [25]. In addition, recent work suggested that chromatin accessibility can be perturbed by environmental exposures [26–28]. Alteration of sperm nucleosome retention at various loci [through dysregulation of poly(ADP-ribose) metabolism during spermiogenesis] is associated with differential expression of a subset of these genes encoded in these regions in the two-cell embryo [29]. Hence, environmentally triggered perturbation of chromatin accessibility might give rise to new loci that retain histones and hPTMs in the otherwise compacted sperm chromatin and could contribute to the intergenerational effects of stress exposure.

Here we aimed to find the mechanistic underpinnings of the effects of paternal pharmacological stress hormone receptor activation on the offspring. We first interrogated the functional contribution of changes in sperm RNA following paternal Dex administration and found that Dex induced changes in RNA are functional but not fully deterministic regarding the transmission of Dex effects. We then tested chromatin accessibility as an alternative information carrier across generations to conclude that at least some intergenerational effects are likely related to sperm chromatin accessibility, and that this is likely attributed to stress hormone receptor activity at the affected loci.

## Results

### The role of sperm RNA in mediating effects of dexamethasone

We previously detected a range of alterations in the abundance of small (tRNA fragments, miRNAs and ribosomal RNA fragments) and long RNAs (coding, non-coding and circRNAs) in response to an acute Dex exposure in mature sperm [5]. Whilst we inferred a link between sperm circRNAs, offspring embryonic gene expressions, and the transmission of some altered tRNA fragments, causal data were missing. We therefore extracted sperm RNA from Dex and vehicle (Veh) treated males at the same time when sperm was previously harvested for molecular analysis and in vitro fertilization (IVF) and generated a cohort of animals using sperm RNA injection into fertilized naïve oocytes. We chose the total RNA fraction for RNA injections into naïve fertilized oocytes (Fig. 1A), since previous studies have highlighted complementary functions of different classes of sperm RNA in the transmission of environmentally induced phenotypes [9, 30, 31]. The injected oocytes were reimplanted into pseudopregnant females to generate live offspring for phenotyping in adulthood.

**Fig. 1:**
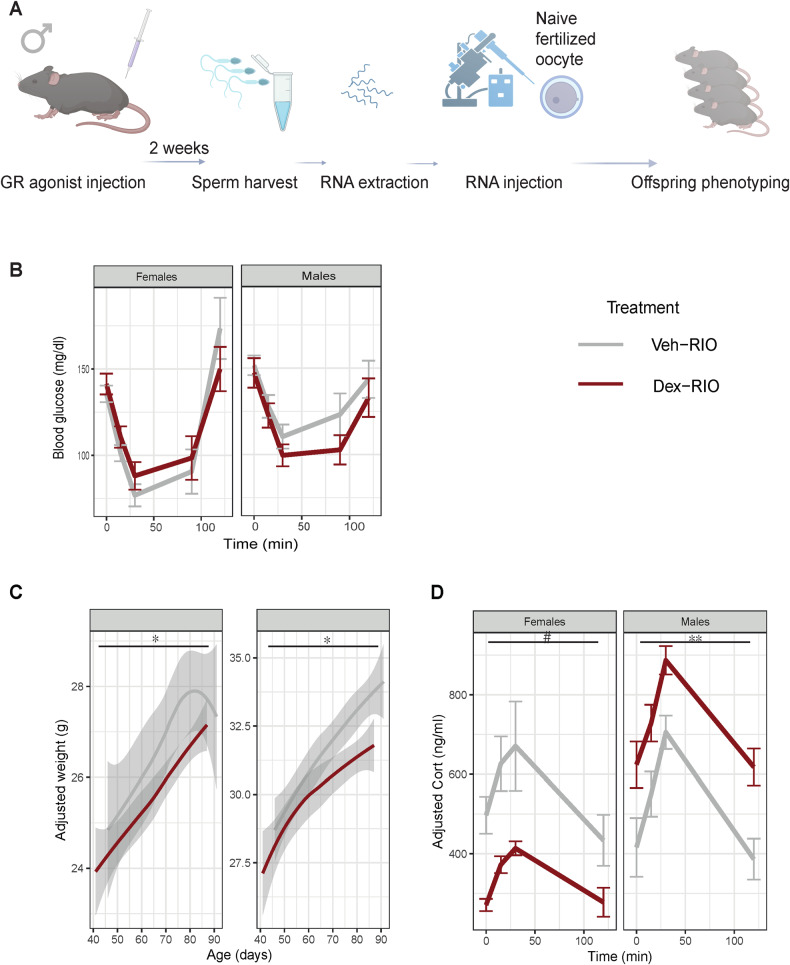
The role of sperm RNA in mediating effects of Dexamethasone injection across generations. **A** Scheme depicting experimental design of GR-agonist (Dex) treatment, sperm collection, RNA extraction, RNA injections, offspring generation and offspring phenotyping. Adult males received either a Veh or Dex injection followed by 2 weeks of rest to allow sperm to pass through the epididymal tract. Sperm was then harvested for RNA extraction and subsequent injection into naïve fertilized oocytes. Embryos were implanted into foster mothers to generate offspring that were phenotyped in adulthood. **B** Insulin tolerance test in offspring resulting from RNA injections into fertilized naïve oocytes with sperm from GR-agonist treated males and vehicle treated males showed no significant group difference in the effect of insulin treatment on glucose response using repeated measurement ANOVA analysis of the insulin tolerance test, with no significant covariates (F(1, 59) = 0.022, *p* = 0.883). Consistent with the literature [91, 92], we detected a generally significant effect of sex on insulin tolerance, with females being more insulin sensitive than males (F(1, 59) = 9.793, *p* = 0.003). **C** Line graph depicting body weight of Dex-RIO over time using litter size as a covariate, reveals a significant interaction between time sex and treatment (F(2.533, 76.003) = 3.279, *p* = 0.032) and an interaction between time, sex and treatment (F(2.533, 76.004) = 3.635, *p* = 0.022) for body weight. Additionally, there is a significant sex effect (F(1, 30) = 35.800, *p* = 0.000) and a significant treatment effect (F(1, 30) = 4.475, *p* = 0.043). **D** Corticosterone levels in blood sampled by tail prick at baseline, in response to physical restraint and during the recovery phase in RIO using date of weaning and litter size as covariates revealed a significant group effect over time (F(1, 6) = 17.530, *p* = 0.006) in males and a nearly significant treatment effect in the opposite direction (F(1, 8) = 4.357, *p* = 0.070). Error bars (gray shaded area) represent standard error of the mean, *p < 0.05 interaction. **p < 0.01 group effect, #*p* < 0.1 group effect.

Previous phenotyping of IVF offspring generated with sperm of Dex and Veh treated sperm had revealed significant effects on insulin sensitivity, body mass index and glucose tolerance [5]. Thus, we assessed the same characteristics in the RNA injected offspring (RIO). Interestingly, we observed no alterations in insulin sensitivity in male and female RIO (Fig. 1B). These findings raised the hypothesis that alterations in sperm RNA abundance are not the main carrier of insulin signaling related phenotypes in our model across generations. Absence of the insulin tolerance phenotype might be related to insufficient amounts of sperm RNA - hence we additionally assessed the body weight of the resulting animals and tested them for glucose tolerance, corticosterone levels in response to restraint, and risk-taking behaviors. We observed a significant sex dependent decrease in weight in the RIO (Fig. 1C). While this is in line with a change in BMI observed in IVF offspring, the change is in the opposite direction. This suggests that sperm RNA from Dex injected males can induce an altered trajectory of offspring phenotype, but that this trajectory is not identical to the one elicited as a whole by germ cells of Dex injected fathers (Supplementary Fig. 1A). Assessment of blood glucose in response to glucose injection also showed a consistent time and sex dependent change in glucose tolerance (Supplementary Fig. 1B), again not mimicking the direction of change in the IVF offspring [5]. This emphasizes the functionality of Dex altered sperm RNA in impacting the metabolic phenotype of the offspring, yet clearly indicates a differing trajectory in offspring sired by Dex injected fathers.

To further investigate the altered sperm RNA induced trajectory, we subjected animals to a restraint stress and assessed their corticosterone levels both during and following the acute stressor. We found a decrease in hormone levels in females and an increase in males (Fig. 1D, Supplementary Fig. 1C), indicating robust consequences of altered sperm RNA on stress responsiveness. Such alterations in stress responsiveness might indicate behavioral changes in stressful situations. We therefore further explored anxiety levels and indeed observed a sex independent reduction in the time RIO spent in the center of the field during an open field test (Supplementary Fig. 2A), indicating an anxiogenic effect. The increased anxiety was accompanied by a sex independent decrease in the distance covered (Supplementary Fig. 2B), potentially hinting towards overall reduced activity. The latter idea was corroborated by a significant overall reduction in the distance moved during a light dark box test, independent of sex (Supplementary Fig. 2D), in the absence of any effect on the time animals spent in the dark compartment of the box (Supplementary Fig. 2C).

Collectively, the phenotyping clearly indicates regulatory functionality of the affected levels of sperm RNA. The discordance of the exact phenotype observed in IVF offspring and RIO strongly suggests that either this is because sperm RNA injection experiments do not capture the effect of downregulated sperm RNA or because additional sperm epimodifications are at play.

### The effects of dexamethasone on alternative information carriers in sperm

Glucocorticoid hormones have been shown to directly impact chromatin remodeling during rat development and in vitro hepatoma cells [32]. At that time, a pathway for active demethylation was not fully elucidated yet. A direct relationship between GR and remodeling via active demethylation was proposed by a prominent study that demonstrated the involvement of DNA double strand breaks, hence suggesting a role of DNA repair mechanisms in this remodeling [33]. Therefore, we decided to examine whether glucocorticoid signaling might directly affect chromatin accessibility in sperm. To test this, we generated ATAC-seq data from sperm of age matched male control mice and males that had received an injection of the glucocorticoid agonist Dex two weeks earlier and compared the respective chromatin accessibility. This time window corresponds to the timing of sperm collection when generating offspring using in vitro fertilization, and when the small and long (non-)coding RNA had been profiled, allowing for epididymal transit of exposed germ cells. We then compared chromatin accessibility between the two groups. The ATAC-seq data showed the expected distribution of nucleosome-free, mononucleosome and polynucleosome sized regions (Supplementary Fig. 3A).

Inspection of differential accessibility at a single-region-level showed several loci with putative changes, of which only two overlapped with protein coding genes, one of which was *Sos2* (Fig. 2A). Interestingly, *Sos2* can regulate insulin signaling [34], a process we knew was affected in IVF offspring of Dex exposed fathers [5]. We therefore hypothesized that the observed alteration might be implicated in affecting *Sos2* expression in the progeny of Dex injected fathers. To first test whether the affected region could at all be relevant in regulating expression of the affected gene, we tethered the epigenetic modifier KRAB to the locus using the deactivated Cas9 (dCAS9) system in vitro to induce silencing marks. Q-RT-PCR of Neuroblastoma N2a cells transfected with KRAB-dCas9 and a guide directed against the locus confirmed a modest but significant decrease in the expression of the *Sos2* gene in experimental samples (Fig. 2B), suggesting regulatory relevance of the targeted region. Hence, we assayed *Sos2* expression in the IVF offspring of Dex injected fathers. Intriguingly, Q-RT-PCR analysis of *Sos2* revealed a significant downregulation of the gene in the liver (Fig. 2C), the prime site of *Sos2* expression, and a strong trend for a downregulation in the kidney (Supplementary Fig. 3B).

**Fig. 2:**
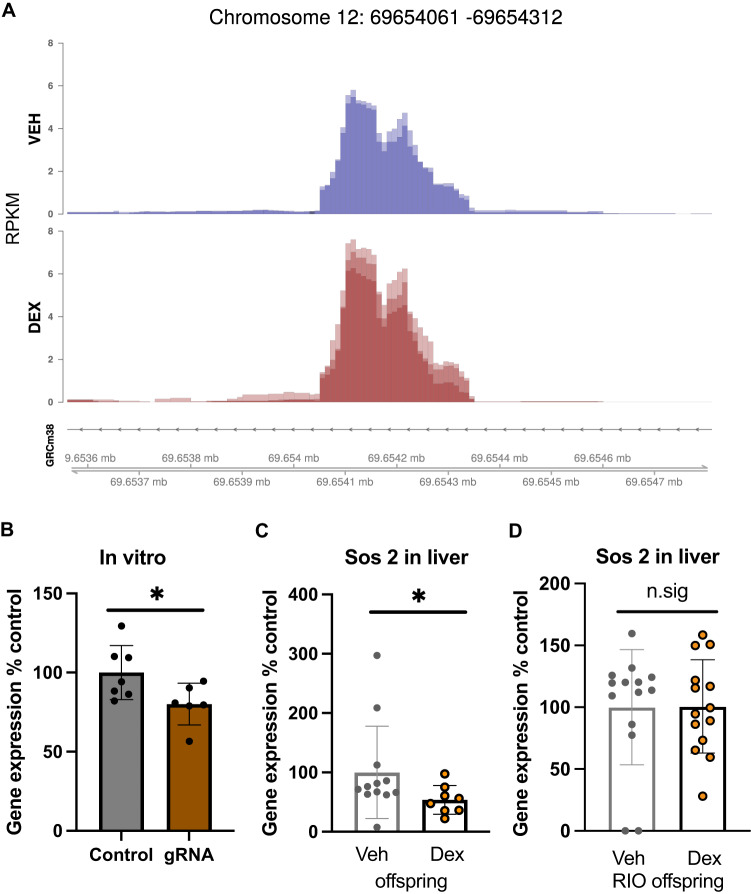
Effects of GR-agonist treatment on chromatin accessibility at the single gene level. **A** *Sos2* tracks depicting accessibility signals in sperm of GR-agonist treated males (*n* = 3) and vehicle treated males (*n* = 2) reveal decreased accessibility in the samples of agonist treated males **B** Gene expression of *Sos2* in N2a cells in vitro following dCas-KRAB treatment directed towards the affected locus indicates a downregulation of *Sos2* mRNA upon dCas-KRAB targeting against the locus (control *n* = 7, KRAB-dCas *n* = 6, t(11) = 2.32, *p* = 0.04). **C** Gene expression of *Sos2* in liver of offspring resulting from IVF with sperm from GR-agonist treated males and vehicle treated males shows a decrease in *Sos2* mRNA in the offspring of agonist treated animals (Veh offspring *n* = 12, Dex offspring = 8, *U* = 21, *p* = 0.04). **D** mRNA levels of *Sos2* in liver of offspring resulting from RNA injections into fertilized naïve oocytes with sperm from GR-agonist treated males and vehicle treated males as assessed by q-PCR did not show any differences between groups (Veh-RIO offspring *n* = 14, Dex-RIO offspring *n* = 14, t(26) = 0.04, *p* = 0.97). Error bars represent standard error of the mean, *p < 0.05.

If the insulin phenotype resulted from changes in chromatin accessibility and not the alterations of sperm RNA, *Sos2* expression should be unaltered in the liver of the offspring resulting from sperm RNA injections of Dex treated males into fertilized naïve oocytes (Dex-RIO). Consistent with this assumption, we did not observe changes in *Sos2* expression in the liver of these animals (Fig. 2D). In summary, RNA injections could not replicate the Dex induced gene regulation of *Sos2* in the Dex-RIO animals. This implies that GR activation mediated modulation of chromatin accessibility in sperm is a potential means of conveying information to the offspring.

### The effect of dexamethasone on chromatin accessibility globally, and at specific genomic features

We were further interested in whether GR activation would impact accessibility at a broad genome-wide scale. Overall, we did not observe widespread changes in nucleosome-free accessibility across the genome (Supplementary Fig. 4A, B). We therefore asked whether accessibility changes might coincide with certain genomic regions with specific features, instead of being equally affected across the genome. Open chromatin regions allow for the binding of TFs, and TF binding can be inferred from the presence of TF binding motifs in a given genomic region. Thus, we inspected chromatin accessibility changes specifically at TF binding sites including the motif family containing the glucocorticoid receptor response element (GRE) motif that binds GR. The GR homo- or heterodimerizes when activated by corticosteroid, or synthetic Dex binding, and is known to possess some pioneering TF characteristics, in that it can modify chromatin states [3]. Indeed, the accessibility of several motif archetypes showed a strong trend for alterations starting with the NR/20 motif family which includes the GRE motif (Fig. 3A), indicating decreased accessibility specifically at these sites following Dex treatment (Fig. 3A). Importantly, comparison of accessibility between the sperm of Dex and Veh injected males at sites marked by a DNA modification produced by 5-Hydroxymethylcytosine (5hmC) via the ten-eleven translocation enzymes (TET), namely, 5-Formylcytosine (5fC), pinpoints the progesterone receptor (PRGR) response element (PRE) and GRE motif with statistically significant changes for altered activity (Fig. 3B). Honing in on the functionally relevant transcriptional start sites (TSS) with 5fC, we could distinguish two clusters with and without accessible TSS (Supplementary Fig. 4C). Comparing motif accessibility at accessible TSS containing 5fC at the motif archetype level (grouping similar motifs together) between Dex and Veh, revealed ZNF274 as the one significantly affected archetypes of TF binding sites (Fig. 3C). This raised the question: does the specific capacity of regions marked with 5fC change their ability to respond to chromatin remodeling?

**Fig. 3:**
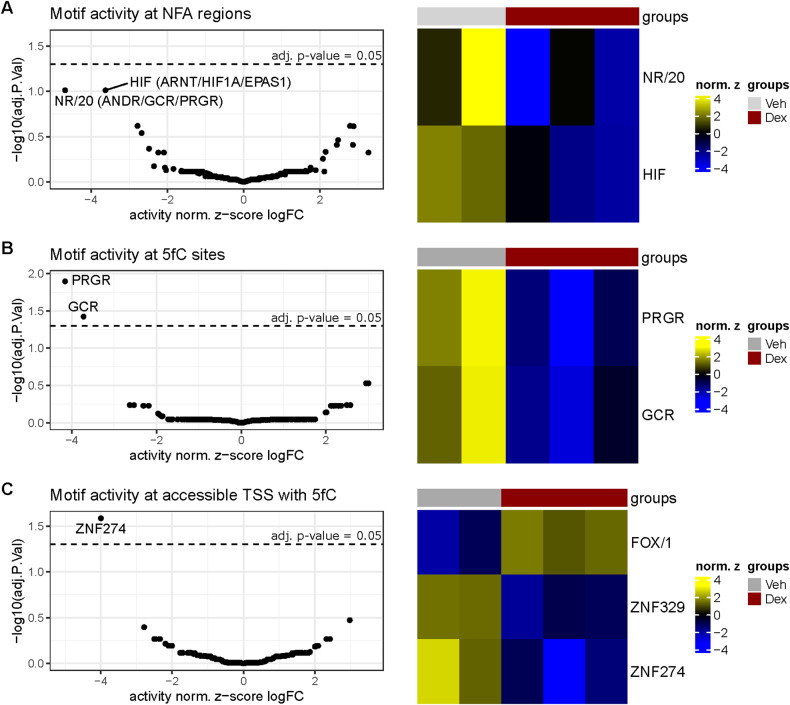
A potential link between open chromatin and GR. **A** Volcano plot and heatmap of differential motif archetype activity in sperm of GR-agonist treated males versus vehicle treated males assessed by ATAC sequencing depicts two archetypes with FDR corrected strong trend for differential accessibility. **B** Volcano plot and heatmap of differential motif activity in sperm of GR-agonist treated males versus vehicle treated males restricted to 5fC sites shows FDR corrected significant altered accessibility of PRGR and GCR = GR motifs at 5fC sites. **C** Volcano plot and heatmap of motif archetype activity in sperm of GR-agonist treated males versus vehicle treated males restricting to accessible TSS with 5fC reveals FDR corrected significant differential accessibility at the ZNF274 motif. Significance level is shown by horizontal line depicting the *p*-value of 0.05 following FDR correction.

### Association between 5fC and histone retention at functionally relevant loci

Gao et al. suggested a link between 5fC and chromatin accessibility around TSS when analyzing DNAse-seq data of inner cell mass [35]. Encouraged by this observation in humans, we generated ATAC sequencing data from mouse sperm (Supplementary Fig. 3A) and used the mouse single cell 5fC data from Zhu et al. [36] to find that this pattern of increased accessibility at TSS with 5fC versus TSS without 5fC (no5fC) was detectable in mouse sperm (Fig. 4A, B). Motif enrichment analysis of TSS with 5fC versus methylated promoters showed several DNA methylation (DNAme) readers and other DNA modification remodeling related TFs (Fig. 4C). To further explore putative TF binding in open chromatin in sperm, we compared sites with 5fC proximal to TSS (Supplementary Fig. 5A), but also overall 5fC sites (Supplementary Fig. 5B, C) to sites without 5fC proximal to TSS and overall sites without 5fC respectively. Both comparisons confirmed an enrichment for motifs that can bind TFs that function as DNAme readers such as MeCP2 and MBD2, potentially indicating directed remodeling of the DNA methylation status and its derivatives at those sites.

**Fig. 4:**
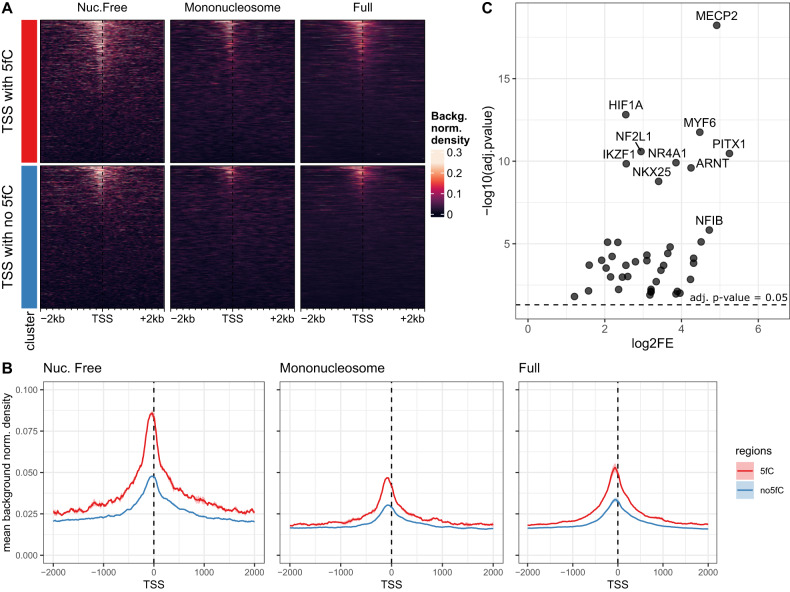
Interplay of 5fC and chromatin accessibility in sperm. **A**, **B** Chromatin accessibility assessed by ATAC sequencing from (**A**) mouse sperm data at TSS with or without 5fC (±2kb) (*n* = 2) shows increased accessibility at a range of TSS with 5fC versus a range of TSS without 5fC. Sites without 5fC (no 5fC) were randomly sampled to match the 5fC site number. **B** Increase of accessibility is further confirmed by the mean accessibility of all 5fC sites compared to all no5fC sites (**C**) Motif enrichment analysis of 5fC sites proximal to TSS versus methylated promoter regions in sperm (−1000bp,+100 bp) suggests an enrichment of several motifs of proteins related to DNA methylation. Due to the low number of background regions, the fold change couldn’t be determined for all given motifs, which then were excluded. Significance level is shown by horizontal line depicting the *p*-value of 0.05 following FDR correction. The top 10 most significant motifs are labeled with their respective names.

### Interplay of Thymine-DNA glycosylase, glucocorticoid receptor activity and sperm chromatin accessibility

5fC can undergo base-excision repair by thymine-DNA glycosylase (TDG). Interestingly, it was also previously shown that TDG can bind GR [37]. Therefore, we aimed to alter TDG levels to investigate the potentially converging consequences of altered TDG levels and GR activation on sperm chromatin. It was shown that genetic depletion of TDG shows heterogeneous increases of 5fC in E11.5 embryos [38] and embryonic stem cells [39]. In comparison to most somatic cells, 5fC levels are low in mature sperm [40, 41]. Homozygous *Tdg* deficient animals show embryonic lethality [42–44], therefore we used heterozygous knockout animals (*Tdg* ±) to assess its effects on chromatin accessibility. We performed ATAC sequencing with three replicates of heterozygous *Tdg* ± sperm and two replicates of age matched *Tdg* ± wildtype (wt) controls. We first corroborated the correct size distribution, including nucleosome-free-, mononuclesome-, and multinucleosomal-sized fragments, of ATAC-seq reads (Supplementary Fig. 6a). We observed an overall decrease in accessibility in *Tdg* ± samples, across accessible sites (reflecting sites of histone and/or histone and TF retention) identified in control sperm (Supplementary Fig 6b). Focusing on regions found to be accessible in the *Tdg* ± samples, we observed that the signal was not uniformly decreasing, and identified both clusters with increased (clusters 1, 3) and decreased (clusters 2, 4, 5) accessibility (Fig. 5A). Since the increased accessibility is only apparent when focusing on regions found to be accessible in the *Tdg* ± samples and not when focusing on consensus accessibility across all samples (Fig. 5B), we concluded that clusters 1 and 3 represent sites that were indeed inaccessible in wt sperm, and thus are not captured by the ATAC sequencing in control samples. Such an increase might indicate that lower TDG levels cause an increase in 5fC, and that 5fC directly plays a role in determining chromatin accessibility, although we cannot exclude the additional influence of 5-Carboxylcytosine (5caC). If one expects a correlation between the presence of 5fC and accessibility, then changes should occur in those sites that in control conditions lack 5fC, no change is however expected at 5fC sites. Indeed, analysis of known 5fC sites in sperm showed little or no overall accessibility change (Supplementary Fig. 6C).

**Fig. 5:**
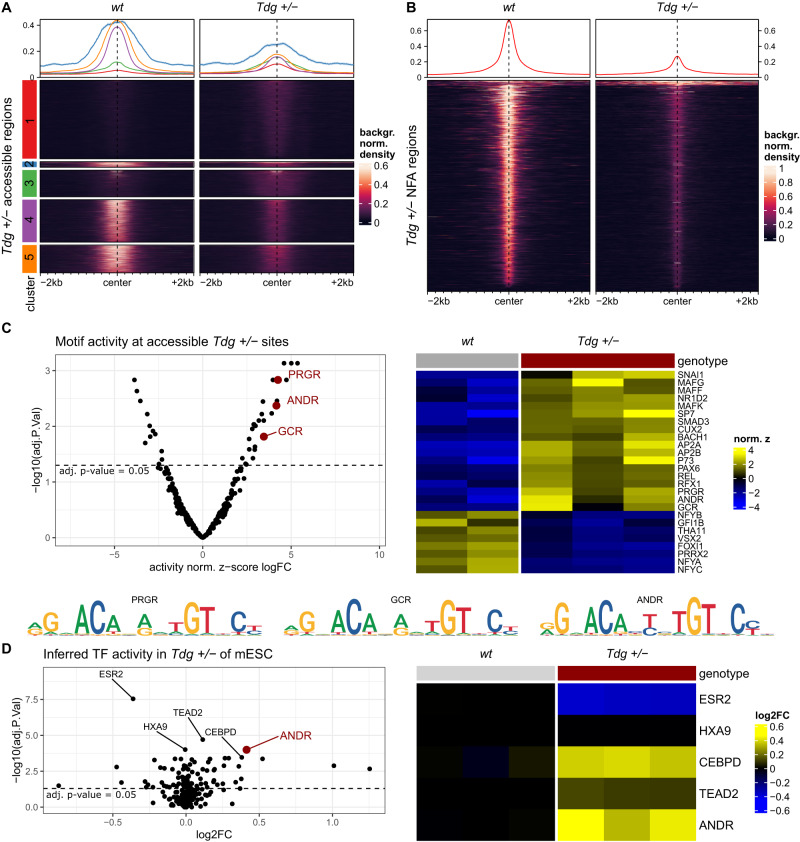
Effects of genetic manipulation of *Tdg* on sperm chromatin accessibility. Heatmap of ATAC sequencing data of 2 wildtype control and 3 *Tdg* ± sperm samples across (**A**) accessible regions based on the 3 *Tdg* ± samples (**B**) nucleosome-free accessible regions based on 3 *Tdg* ± samples reveals widespread decreased accessibility in *Tdg* ± samples, yet further indicates 2 clusters (clusters 1, 3) of regions with increase in accessibility **C** heatmap and volcano plot of differential motif activity (in nucleosome-free accessible regions) of *Tdg* ± versus control sperm (**C**) indicates a range of differential accessible motifs, including PRGR, ANDR and GCR = GR. **D** Heatmap and volcano plot of inferred TF activity of *Tdg* ± versus control ESCs reveals reduced ANDR activity in *Tdg* ± samples (top 5 significant TFs are shown with their respective names). Significance level is shown by horizontal line depicting the *p*-value of 0.05 following FDR correction. Nuc. Free nucleosome-free, NFA regions nucleosome-free accessible regions, ESCs mouse embryonic stem cells.

Since we also observed clusters with decreased accessibility (Fig. 5A) we speculated that haploid sperm TDG might rather play a role in TF recruitment to orchestrate 3D-reorganization as has been shown in the context of cancer cell lines in response to estradiol [45]. An additional such independent mechanism might be indeed related to the TDG mediated oxidation of 5caC conversion to cytosine, since chromatin structure associated alterations in CTCF binding were shown to be 5caC dependent [46]. Honing back in on TSS with 5fC also further corroborated a decrease in accessibility (Supplementary Fig. 6D), arguing against a linear relationship between levels of TDG, 5fC and accessibility.

To further investigate a potential contribution of TDG independent of 5fC, we subjected the accessibility sites in the *Tdg* ± samples to a motif activity analysis at the nucleosome-free level. Comparison of accessible sites of *Tdg* ± between the mutant and wt controls revealed a range of significant TF motifs (Fig. 5C). One of the highly affected motifs is the GRE motif activity (Fig. 5C).

To gather further evidence on the potential interplay of TDG and GR signaling we turned towards mouse embryonic stem cells (ESCs) and assessed gene expression in *Tdg* ± ESCs versus wt ESCs. 

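ESCs are pluripotent cells grown from the blastocyst. RNA from 10 male mouse ESC lines was sequenced: 3 wt, 3 Tdg ± and 4 Tdg −/− lines. The comparison the paper reports is of the 3 Tdg ± with the 3 wt lines. TDG is a DNA glycosylase that removes formylated and carboxylated cytosines, which base excision repair then replaces. The libraries were stranded and made from total RNA after ribosomal depletion, so RNAs without a poly(A) tail, such as those of replication-dependent histones, were also measured. The authors quantified the reads with Salmon 0.8.1 on the GRCm39 transcriptome. The deposited values are estimated read counts and values scaled by transcript length (TPM) for each transcript and line. Here the estimated counts were summed per gene and rounded to whole reads. This gave 31095354 to 35796913 reads in genes for the wt lines (median 31309872), 31786807 to 39916106 for the Tdg ± lines (median 38086967) and 31987718 to 39724778 for the Tdg −/− lines (median 37072148). Protein-coding genes held 97.9% of these reads and processed pseudogenes 1.07%. Salmon can divide the reads of a pseudogene such as Tdg-ps2 between it and its parent gene, so the levels of pseudogenes are uncertain. Gene symbols and chromosomes were taken from an annotation of the earlier build GRCm38 by gene identifier, and no coordinates are given for that reason. Tdg ± and wt ESCs were compared with edgeR's quasi-likelihood test after TMM normalization, over the 13880 genes with at least 20 reads in at least 1 of the 6 lines. Adjusted p values are Benjamini-Hochberg values. Libraries were simulated with the depth of these 6 lines and a spread modelled on them. In these the test called 60.2% of the genes changed by a log2 of 1 and 88.9% of those changed by a log2 of 2. There were 10 false calls among 13652 genes. The simulated lines lack the structure of the real ones, so these shares may be too high for the real lines. The paper states that 3 surrogate variables were used and its text does not name the test behind single genes. Because 3 surrogate variables and the genotype leave 1 residual degree of freedom among 6 lines, the comparison was fitted without them and, as a result of its own, with them. The regulons from which the paper inferred TF activity were not used here, and gene lists drawn up from general knowledge were tested instead. The labels do not tie lines to matings, so p values measure the spread between lines and include any difference between matings.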

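Tdg (ENSMUSG00000034674), the gene targeted in these lines, lies on chromosome 10 and fell in Tdg ± ESCs. It was at 89.9 ± 3.98 normalized reads (CPM; SD, n = 3 lines) in wt ESCs and at 42.7 ± 3.41 CPM (SD, n = 3) in Tdg ± ESCs. This is a log2 fold change of −1.09 (standard error 0.108, adjusted p = 0.0371 from edgeR). H2-T22, a nonclassical MHC class I gene on chromosome 17, rose from 6.35 ± 0.228 to 16.9 ± 0.329 CPM, a log2 fold change of 1.40 (standard error 0.132, adjusted p = 0.0371 from edgeR). It has close paralogs with which it may share reads. Rnf213, which encodes an E3 ubiquitin ligase and lies on chromosome 11, rose from 30.2 ± 0.362 to 58.0 ± 2.26 CPM, a log2 fold change of 0.93 (standard error 0.105, adjusted p = 0.0489 from edgeR). For each of these genes, every Tdg ± line lay on the same side of every wt line. Gm6158, a processed pseudogene on chromosome 14 that was singled out after its values were seen, had 223, 278 and 338 reads in the wt lines and 0, 0 and 8 reads in the Tdg ± lines (adjusted p = 0.0376 from edgeR). These 4 genes, 2 higher and 2 lower, were all that passed an adjusted p under 0.05 among 13880. At an unadjusted p under 0.05 there were 2354 genes, and DESeq2 called 487 genes higher and 257 lower. The groups did not overlap for 21.8% of the genes, where chance gives 10%. Of the 4 genes that passed, Tdg alone also passed between Tdg −/− and wt ESCs. In that comparison H2-T22, Rnf213 and Gm6158 had log2 fold changes of 0.62, −0.33 and −0.92 (adjusted p = 0.295, 0.336 and 0.542 from edgeR). Rnf213 thus went the other way there.

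Genes of chromosome 11 were higher together in Tdg ± ESCs. Of 1119 tested genes of this chromosome, 605 were higher and 13 lower at an unadjusted p under 0.05, and Rnf213 alone passed the adjusted threshold. Their median log2 fold change was 0.43 (camera, adjusted p = 2.43e-44; adjusted p = 0.228 with an estimated correlation). Over 782 of them with a mean of at least 5 CPM, the median log2 difference of a line from the middle of the 10 lines was 0.18, 0.41 and 0.29 in Tdg ± lines 1 to 3. It was −0.11, −0.08 and −0.13 in wt lines 1 to 3, and no Tdg ± line overlapped a wt line (exact permutation test, two-sided, p = 0.1, the smallest that 3 lines against 3 allow). Genes of chromosome 16 had a median log2 fold change of −0.18 (camera, adjusted p = 3.43e-06; adjusted p = 0.486 with an estimated correlation). On chromosome 16, wt line 1 was at 0.38, while the other 9 lines lay between −0.039 and 0.012. X-linked genes had a median log2 fold change of −0.12 (camera, adjusted p = 0.00621; adjusted p = 0.444 with an estimated correlation). Of these 3 called chromosomes, 2 were left without Tdg ± line 3, a fit chosen after seeing the data. Chromosome 11 stayed called in that fit (camera, adjusted p = 1.54e-48). With edgeR no gene passed with transcript lengths as an offset (2240 genes at an unadjusted p under 0.05) or without wt line 2 (1722 genes), whereas 207 passed without Tdg ± line 1. Tdg itself lost its call in these first 2 fits (adjusted p = 0.067 and 0.159) and without wt line 3, Tdg ± line 2 or Tdg ± line 3 (adjusted p = 0.0746, 0.122 and 0.081 from edgeR), at log2 fold changes of −1.14 to −1.03 over all lines left out. Rnf213 did not pass with RLE size factors (adjusted p = 0.0502 from edgeR), with all 10 lines in the fit (0.0563), with the length offset (0.0816) or with any line left out except Tdg ± line 1 (0.0503 to 0.197). H2-T22 did not pass with the length offset or without wt lines 2 or 3 or Tdg ± lines 2 or 3 (adjusted p = 0.067 to 0.159 from edgeR), nor did Gm6158 with all 10 lines or the length offset or without wt lines 2 or 3 or Tdg ± line 2 (0.0591 to 0.118).

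**Figure D1:**
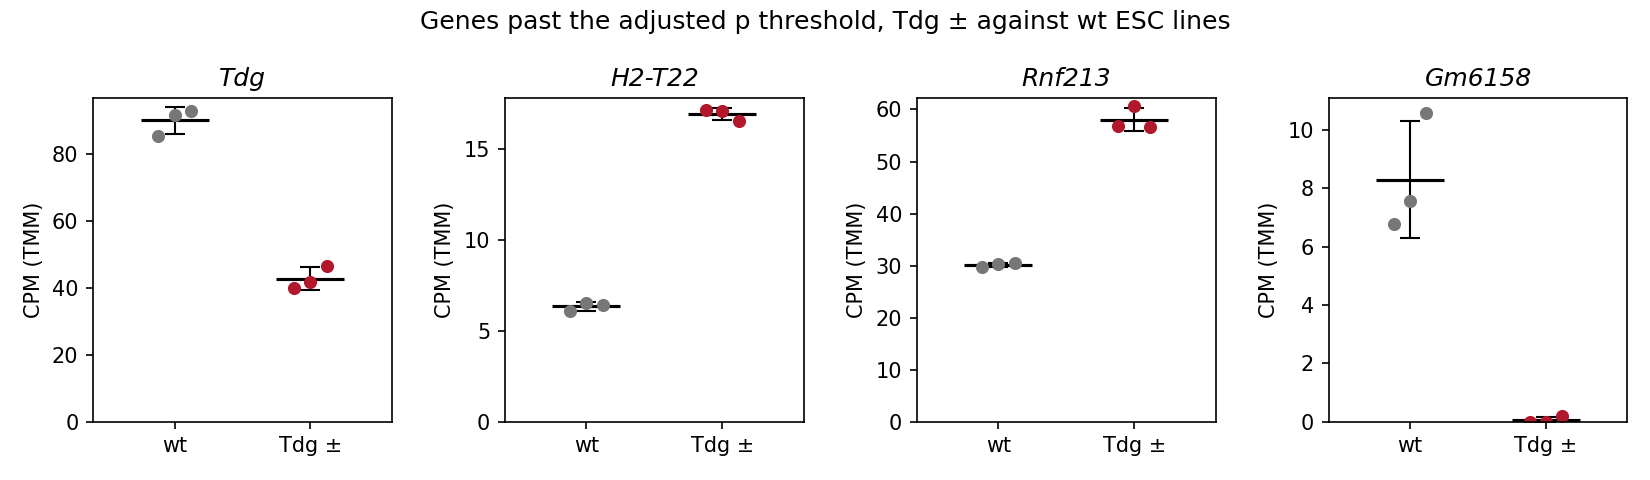
CPM of Tdg, H2-T22, Rnf213 and Gm6158, with 1 point per ESC line for each genotype and the mean and SD of each genotype. Tdg is lower in Tdg ± than in wt lines (42.7 against 89.9 CPM), and H2-T22 and Rnf213 are higher.

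**Figure D2:**
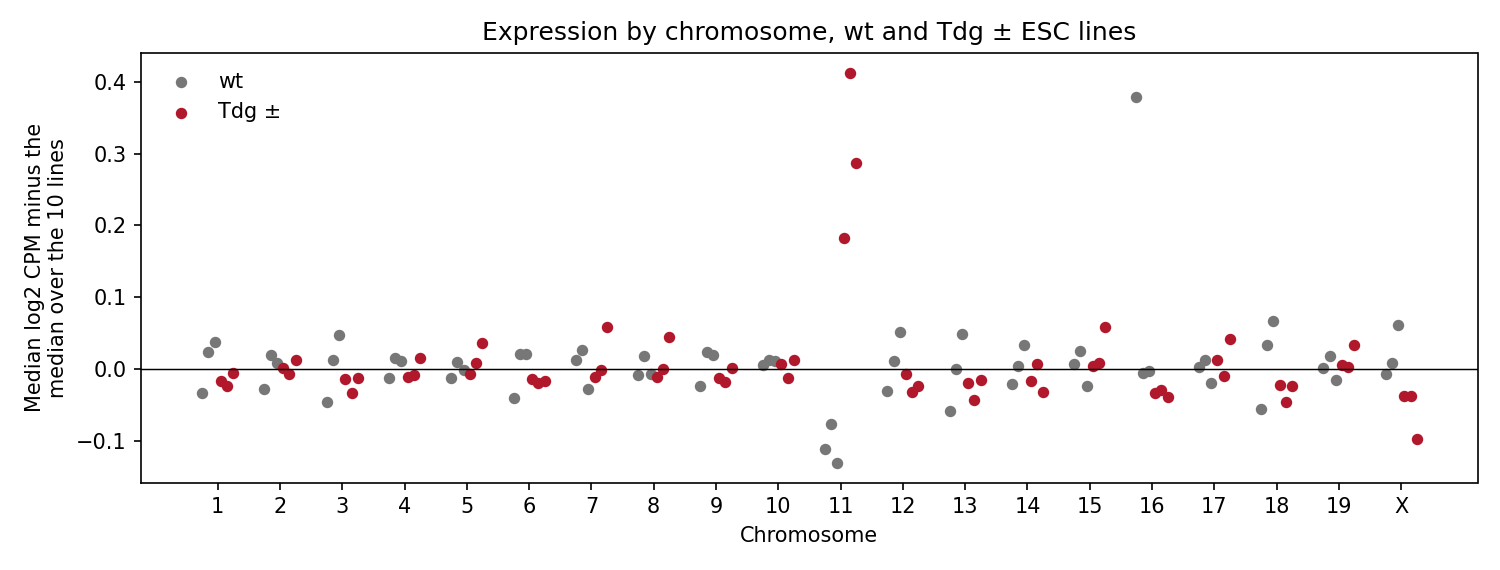
Median log2 difference from the middle of the 10 lines for the genes of each chromosome, with 1 point per wt or Tdg ± line. On chromosome 11 the Tdg ± lines lie between 0.18 and 0.41 and the wt lines below 0, and on chromosome 16 wt line 1 lies at 0.38.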

Using next generation sequencing following ribosomal depletion, we found significant differences in gene expression between the two groups of samples (Supplementary Fig. 7A,B). Further inference of TF activity elucidated significant effects on the activity of several motifs, with strongest alterations in the androgen receptor (Fig. 5D). 

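Genes that androgens induce in other tissues did not change in Tdg ± ESCs at an adjusted p under 0.05 from edgeR. Of 91 measured, 6 were higher and 11 lower at an unadjusted p under 0.05, and DESeq2 called 2 higher and 3 lower. When adjusted over the list alone, 1 was higher, Krt8, a keratin of simple epithelia (log2 fold change 0.76, standard error 0.133, adjusted p over all genes 0.0814). Ell2, a transcription elongation factor, had a log2 fold change of −0.69 (standard error 0.155, adjusted p = 0.106 from edgeR), and Sms, the spermine synthase, one of −0.66 (standard error 0.145, adjusted p = 0.104 from edgeR). Hmgcs1, an enzyme of cholesterol synthesis, had a log2 fold change of −0.57 (standard error 0.154, adjusted p = 0.14 from edgeR). As a list, androgen-induced genes were not shifted against all other genes (median log2 fold change −0.053, camera, adjusted p = 0.476). Target genes of TEAD and YAP, which sense cell contact and tension, numbered 21, of which 2 were higher and 5 lower at an unadjusted p under 0.05, none passed over all genes and 4 were lower adjusted over the list alone. DESeq2 called the same number lower. These 4 were F3, the tissue factor gene (log2 fold change −1.38, standard error 0.333, adjusted p = 0.118 from edgeR), the matricellular genes Ccn1 and Ccn2 (−0.89 and −0.98) and Amotl2, an angiomotin (−0.55). The list's median log2 fold change was −0.11 (camera, adjusted p = 0.344), and its adjusted p was 0.0363 without Tdg ± line 3, within a range of 0.0363 to 0.931 over the alternatives. Markers of feeder fibroblasts had their lowest mean in Tdg ± line 2 (a log2 difference of −1.59), as did TEAD and YAP targets (−0.394). Of 19 estrogen-induced genes none passed over all genes, 2 were higher and 1 lower both at an unadjusted p under 0.05 and adjusted over the list alone, and DESeq2 called 2 higher (median log2 fold change −0.048, although camera gave the direction as higher, adjusted p = 0.906). The 2 were Xbp1 and Rara, both on chromosome 11, whose genes were higher together in Tdg ± ESCs, and without chromosome 11 the direction of the list was lower (camera, adjusted p = 0.757, chosen after seeing the data). Among genes of the TFs named in Fig. 5D, Cebpd had a log2 fold change of −0.27 (standard error 0.365, adjusted p = 0.749 from edgeR) and Tead2 one of 0.01 (standard error 0.156, adjusted p = 0.974 from edgeR). Hoxa9 and Esr2 had at most 5 and 6 reads in a line and were not tested. The lists, the tests and the rule for which members are named were set before the data were examined.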

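Among the 29 gene lists tested in all, 3 were shifted in Tdg ± ESCs. Each of the 10 splits of these lines into groups of 3 called at least 3 lists, so this count does not set the genotypes apart. Targets of the unfolded protein response and of ATF4, which adapt cells to protein folding stress and amino acid shortage, were lower (18 genes, median log2 fold change −0.52, camera, adjusted p = 0.00208). Their adjusted p was 0.931 with an estimated correlation, as for the other 2 lists. None of the 18 passed over all genes, 1 was higher and 11 lower at an unadjusted p under 0.05, and 1 was higher and 4 lower adjusted over the list alone, as many as DESeq2 called. Slc7a11, the cystine transporter, had a log2 fold change of −1.48 (standard error 0.340, adjusted p = 0.109 from edgeR). Psat1, an enzyme of serine synthesis, was at 746 ± 125 CPM in wt and 496 ± 48.3 CPM in Tdg ± ESCs (SD, n = 3 lines each; edgeR, adjusted p = 0.118). Chac1, which degrades glutathione, had a log2 fold change of −0.88 (standard error 0.256, adjusted p = 0.163 from edgeR). Xbp1, a TF of the same response on chromosome 11, went the other way with 0.91 (standard error 0.131, adjusted p = 0.0814 from edgeR). Wnt and β-catenin targets were higher as a list (11 genes, median log2 fold change 0.59, camera, adjusted p = 0.013). None passed over all genes, 5 were higher and 0 lower at an unadjusted p under 0.05, and 4 were higher adjusted over the list alone, as many as DESeq2 called. These 4 were the TF gene Tcf7 (0.59) and the Wnt feedback inhibitors Notum (1.20), Znrf3 (0.71) and Axin2 (0.86). All 4, and 5 of the 11 members, lie on chromosome 11. Interferon-stimulated genes were higher as a list as well (13 genes, median log2 fold change 0.32, camera, adjusted p = 0.0351), with none passing over all genes, 5 higher and 0 lower at an unadjusted p under 0.05, and 3 higher adjusted over the list alone, as many as DESeq2 called. Ifi27 had a log2 fold change of 2.00 (standard error 0.325, adjusted p = 0.0814 from edgeR), and Ifi35 and Xaf1, both on chromosome 11 like 3 of the 13 members, had 1.20 and 0.81. Without the genes of chromosome 11, a setting chosen after seeing the data, the adjusted p was 7.56e-05 for the first list, 0.51 for Wnt targets and 0.222 for interferon-stimulated genes. The call for Wnt targets was also lost without wt line 1 (adjusted p = 0.0846), and that for interferon-stimulated genes without Tdg ± line 1 or 2 (adjusted p = 0.0799 and 0.0759), within ranges over all alternatives of 0.000596 to 0.931 and of 0.00581 to 0.931.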

Interestingly, the androgen receptor (ANDR) and the GR bind to very similar motifs and their recruitment depends mostly on different cofactors [47]. Since our and other ESCs gene expression data showed that ESCs are void of ANDR transcripts, this could indicate that GR, that is indeed expressed in ESCs, is activating genes that are in other cell types regulated by the androgen receptor. Hence these data at least support the concept that altered levels of TDG affect steroid receptor mediated gene expression regulation via chromatin accessibility in ESCs. These results suggest a relationship between TDG, steroid receptors and chromatin accessibility in general and further substantiate a mechanistic contribution to the intergenerational effects of Dex exposure.

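Nr3c1, the gene of the GR, had 266 to 437 reads in each of the 10 lines. It was at 10.2 ± 1.04 CPM (SD, n = 3 lines) in wt and 8.83 ± 1.60 CPM (SD, n = 3) in Tdg ± ESCs, with a log2 fold change of −0.22 (standard error 0.174, adjusted p = 0.559 from edgeR). Pgr, the progesterone receptor gene, had 17 to 29 reads in the wt lines and 4 to 9 in the Tdg ± lines, which did not overlap. Its log2 fold change was −1.88 (standard error 0.465, adjusted p = 0.122 from edgeR). Nr3c2, the mineralocorticoid receptor gene, was at 0.801 ± 0.170 CPM in wt and 0.361 ± 0.143 CPM in Tdg ± ESCs, a log2 fold change of −1.17 (standard error 0.433, adjusted p = 0.231 from edgeR). In TPM, which also count transcript length, the log2 ratio of the group means of Nr3c2 was 0.37, the other way. Esr1 and Esr2, the estrogen receptor genes, had 0 to 4 and 0 to 6 reads per line. Of the 14 measured genes of steroid receptors and their cofactors, none passed over all genes, 2 were higher and 3 lower at an unadjusted p under 0.05, 1 was lower adjusted over the list alone, and DESeq2 called 1 higher. As a list they were not shifted (camera, adjusted p = 0.906), and their median log2 fold change of 0.11 and their mean of −0.15 differ in sign.

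**Figure D3:**
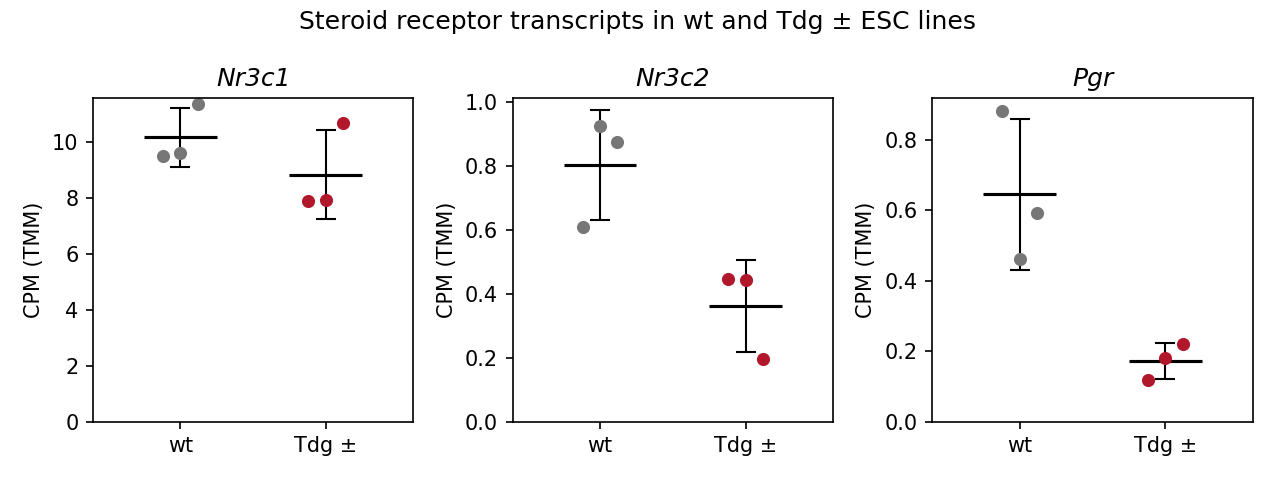
CPM of Nr3c1, Nr3c2 and Pgr in the wt and Tdg ± ESC lines, with 1 point per line and the mean and SD of each genotype. Nr3c1 lies between 7.89 and 11.4 CPM.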

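Glucocorticoid-induced genes did not change in Tdg ± ESCs at an adjusted p under 0.05 from edgeR. Of 27 measured, 1 was higher and 4 were lower at an unadjusted p under 0.05, and none passed adjusted over the list alone or with DESeq2. Tsc22d3, which encodes the leucine zipper protein GILZ, was at 8.06 ± 2.03 CPM in wt and 4.09 ± 2.07 CPM in Tdg ± ESCs (SD, n = 3 lines each; adjusted p = 0.221 from edgeR). Cebpb, a bZIP TF, had a log2 fold change of −0.81 (standard error 0.277, adjusted p = 0.204 from edgeR) and Bcl6, a transcriptional repressor, one of −0.73 (standard error 0.287, adjusted p = 0.255 from edgeR). Per1, a clock gene on chromosome 11, had one of 0.72 (standard error 0.296, adjusted p = 0.268 from edgeR). The list was not shifted against all other genes (median log2 fold change −0.040, camera, adjusted p = 0.501). With 3 surrogate variables, 2 of the 27 genes were higher and 5 lower at an adjusted p under 0.05, and of 91 androgen-induced genes 8 were higher and 16 lower, where the same fit called 3713 of all 13880 genes. Neither list was called by camera in that fit (adjusted p = 0.623 and 0.442). From the TF activities it infers and the expression of GR in ESCs, the paper proposes that altered levels of TDG affect gene regulation by steroid receptors through chromatin accessibility.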

## Discussion

Here we show that altered sperm RNA payload does not necessarily equal the transmission of a paternal stress exposure elicited intergenerational phenotype. Several rodent studies, including our own previously demonstrated that changes in sperm RNA payload following different kinds of chronic stressors are sufficient to mimic an intergenerationally transmitted phenotype when injected into naïve fertilized oocytes [4, 6, 9, 30, 31, 48]. As a consequence, sperm RNA was even explored as a potential biomarker for potential risk transmission, not only in the context of neuropsychiatric, but also metabolic disease [12, 49]. Our results show that injection of sperm RNA from Dex exposed fathers induces alterations in glucose tolerance, weight, hormonal stress response and behavior, but no alterations in insulin tolerance. Importantly, this phenotype differs from the phenotype observed in the offspring generated via IVF with sperm from Dex exposed males, that showed opposite BMI alterations, and a change in insulin tolerance. We thus urge cautiousness when proposing altered sperm RNA as a predictor of phenotypic outcome, since depending on the model, other sperm epimodifications might be more deterministic or required to work in concert with a modified RNA payload. This interpretation corroborates finding from rodent models investigating endocrine disrupter exposure relevant for trans-generational effects on metabolic health [28].

Accordingly, we show that mimicking stress pharmacologically via Dex injection induced changes in sperm chromatin accessibility at several loci. One locus appeared to be of particular interest, due to its overlap with a gene with potential relevance to the previously described metabolic phenotype, observed in offspring generated using IVF with the sperm of Dex exposed males [5]. The metabolic alterations included changes in insulin resistance, glucose tolerance and BMI. The affected gene, *Sos2*, is known for its potential to regulate insulin signaling [34]. We observed significant gene expression changes when manipulating the region affected by accessibility changes in sperm and therefore concluded this region to be capable of regulating the gene’s expression. Consistently, we showed altered *Sos2* expression in the offspring. This change was independent of increased sperm RNA in Dex treated males since the expression change was not present in the offspring resulting from RNA injections. A decrease in specific sperm RNAs is not captured by total RNA injection, therefore we cannot exclude that a specific RNA with decreased abundancy in the sperm of Dex treated fathers contributes to the effect of *Sos2* expression change in the offspring. Yet in the absence of evidence of any putative role of any of the decreased miRNAs in the sperm of Dex exposed fathers, e.g. miRNAs known to regulate *Sos2*, we propose that the chromatin change in sperm primes an alternative trajectory that translates into altered gene expression at this very locus later in adulthood. The absence of *Sos2* gene expression changes in offspring resulting from RNA injections coincided with an absence of altered insulin signaling. While this might suggest a contribution of altered *Sos2* levels in the observed change in insulin signaling in IVF offspring, we by no means can exclude other important regulatory mechanisms of the complex process of insulin tolerance.

Our results further reveal that Dex decreases accessibility at 5fC sites containing the GRE motif in sperm, indicating a potential relay for glucocorticoid linked remodeling. GR can induce a conversion of condensed heterochromatin, indicative of transcriptionally silent regions, to more relaxed euchromatin, thereby facilitating gene expression at numerous promoters in somatic cells [50, 51]. Chromatin relaxation is not only important for the induction of gene expression but also a prerequisite for histone-protamine exchange [52]. It depends on histone H4 hyperacetylation via recruitment of histone acetyl transferases (HATs). Recruitment of HATs can be mediated by GR dependent and/or prior to chromatin remodeling [53]. Our finding of decreased activity at the GRE-related motif archetype supports the idea of GR dependent remodeling in sperm. Less GRE activity would indicate less histone-protamine replacement and hence result in altered histone retention and thus accessibility. This finding adds to the multiple factors described to be implicated in histone to protamine transition [54–61]. Interestingly, direct determinants of the small proportion of retained histones and associated accessible chromatin sites remain largely elusive. One exception concerns the involvement of the transcription factor CTCF. It is enriched in enhancers and promoters in sperm, which are also hotspots for histone retention. Studies using a conditional CTCF knockdown before male germ cells become haploid show failure in histone H2B retention [62]. However, not all histone retention sites contain CTCF pointing towards other important determinants of retention.

Our study explores 5fC as a potential contribution factor in defining histone retention and associated chromatin accessibility in sperm at functionally relevant TSS. 5fC was previously thought to merely mark sites that undergo active demethylation [63]. However, Raiber et al. showed that 5fC confers specific structural (flexibility) features to the DNA double helix suggestive of additional functions including chromatin remodeling [63]. Interestingly, 5fC can form covalent bonds with histones [64, 65]. Increasing 5fC by knocking out the gene responsible for base-excision repair to unmethylated cytosine in mouse ESCs reveals that histone lysines form Schiff base pairs at some 5fC sites in genomic contexts [64, 66]. This base pairing is supposedly present in mature sperm since native ChIP of histone modifications consistently shows histone retention in sperm [67] despite the absence of crosslinking otherwise required to retain histones prior to sonication and during pull down. 5fC immunohistochemical signal decreases with increasing maturity of sperm cells in the testis [68] as they slowly undergo histone replacement. Concomitantly, 5fC levels as assessed by mass spectrometry are particularly low in sperm coinciding with low histone levels in comparison to other cell types [36, 69] and with other 5-Cytosine modifications such as 5-Methylcytosine [40] and 5hmC [40, 41, 70]. Zhu et al. observed a proportion of “inherited” 5fC sites from sperm to the embryo reminiscent of the small proportion of inherited paternal histones [36].

Our results on higher accessibility at TSS at 5fC sites in comparison to TSS lacking 5fC partially support the idea of 5fC playing a role in chromatin remodeling in sperm. Yet upon lowering TDG levels using a heterozygous knockout and thereby putatively increasing the loci that retain 5fC we observe primarily decreased accessibility, defying the idea that, at these loci, 5fC itself instructs the retention of histones in the densely packed sperm chromatin in a linear fashion. It seems more plausible that 5fC sites can act as relays for TDG that usually can recruit remodelers and when no longer present will lead to a redirection of remodelers to distinct sites, thereby causing both increase and decrease in accessibility.

Generally, it has been reported that open chromatin regions in sperm are enriched in promoters hinting towards a potential priming of early embryonic transcription. Additionally, sperm 5fC regions shared with oocytes are depleted of promoters, and also sperm-specific 5fC regions are enriched at promoter regions [35]. Accordingly, 5fC in nucleosome-free regions in the early embryo have previously been shown to prime active demethylation in preparation for transcription [71]. We thus speculate that 5fC sites in sperm could influence early embryonic transcription, which seems to occur following an increase of 5fC in both the male and female pronucleus synergistically [36]. Whether environmental impact can affect 5fC levels themselves and thus early embryonic transcription remains to be determined.

In summary, our findings demonstrate the malleability of chromatin accessibility in sperm by extrinsic environmental (Dex treatment) and intrinsic (*Tdg* ± ) factors involving glucocorticoid signaling. We demonstrate an association between a paternal Dex induced change in gene expression of *Sos2* and altered chromatin accessibility in parental sperm suggesting a novel epigenetic mechanism of intergenerational transmission. Sperm RNA injection experiments induce phenotypic alterations in the resulting offspring that do not recapitulate the phenotype observed in animals generated using IVF with sperm from Dex exposed fathers. We conclude that the transmission of an aberrant phenotype in this model does not solely rely on altered sperm RNA, and that this likely can be extrapolated to the complex mechanism of inheritance of other environmentally induced phenotypes. Importantly, we introduce sperm chromatin accessibility as a relevant factor for stress induced intergenerational neuropsychiatric disease risk.

## Methods

### Animals

C57BL/6 J age and weight matched mice were born at the ETH Phenomics Center from the in-house breeding colony and acclimatized to our holding room for one week prior to the start of experiments. Animals were kept in single ventilated cages in groups of 4–5 on a 12 h reversed light dark cycle throughout experiments. Offspring from RNA injections were transferred to our animal facility after weaning. Weaning took place after postnatal day 21 and exact dates and litter sizes were recorded. Animals received standard chow (Granovit, Kaiseraugst, Switzerland, 3437) after weaning. RNA injection offspring were fed breeding chow (Granovit, 3802) until weaning. All tests were approved and performed under Cantonal commission license ZH222/19. *Tdg* ± animals used for sperm chromatin analysis were MGI:5487834 and for mouse embryonic stem cell generation MGI:7450955. Sample size was chosen based on previous studies.

### Dexamethasone paradigm and sample collection

Eight sexually mature male C57BL/6 J mice (12 weeks old) were injected with 2 mg/kg Dexamethasone (Sigma, St.Louis, Missouri, United States, D4902) dissolved in 10% DMSO (Sigma, 472301) and 0.9% saline (Moltox, Bone, North Caroline, United States, 51-40S022.052) and eight control males were injected with vehicle consisting of 10% DMSO and 0.9% saline. Animals were sacrificed 14 days later for sperm collection. Cauda epididymis and vas deferens were minced and placed in 37 °C warm M2 medium (Sigma, M7167) for at least 15 min. Sperm cells were separated from contaminating tissue by filtration through a 70 um nylon mesh (Corning, Corning, New York, United States, 431751) using several rinses with 1× PBS (Gibco, Waltham, Massachusetts, United States, 10010-015). Cells were inspected for impurities under the microscope before cell counting and aliquoting.

### In vitro fertilization and offspring generation

In vitro fertilization was carried out at the research support facility at Sanger institute using their standard procedures as described previously [5] to produce a cohort of offspring derived from sperm of Dexamethasone or vehicle injected males.

#### RNA injections

The sperm RNA from each treatment group (*n* = 6 each) were pooled separately and injected at a concentration of 0.5 ng/l into the pronuclei of naïve fertilized oocytes of control females following superovulation. Surviving embryos were transferred into the oviduct of pseudopregnant Swiss-NMRI foster mothers and allowed to develop to term. The experimenter was blinded to the treatment. The RNA injection process had to be carried out in two batches (each consisting of both treatment groups), to ensure enough offspring were produced. This resulted in the formation of two age groups within the testing cohort, which were a month apart in age. The two RNA injection cohorts were weighed once a week for 5–6 weeks, exact age at time of measurement was recorded. For all metabolic and behavioral tests, 16 male and 16 female offspring were tested, and half of each sex group were RNA injection offspring and the other half vehicle injection offspring, resulting in a number of 8 animals per group and sex.

### Metabolic tests

Animals were single housed in the morning of each testing day and cage food was removed in order to fast subjects for five hours before testing began at 02:00 pm.

#### Glucose tolerance test and insulin tolerance test

Mice were intraperitoneally injected with a 0.3 g/ml glucose solution (Sigma, 7528) in 0.45% saline to achieve 2 mg/g body weight for glucose tolerance and 1 mU insulin/g body weight (Novo Nordisk, Bagsværd, Denmark, 00536752) for the insulin tolerance test. They were then placed under a large glass beaker, and their tails were taped to the bench and their tail was punctured. Blood glucose concentration was measured using a blood glucose meter (Accuckeck aviva, Roche, Basel, Switzerland). Measurements were taken at 0-min, 15-min, 30-min, 90-min and 120-min timepoints. After the 30-min time point, each subject was returned to their single housing cage where the remaining measurements were taken.

#### Corticosterone response to stress

Animals were restrained for 30 min in 50 ml plastic centrifuge tubes with a hole in the tip and cap for air circulation and tail protrusion. Blood sampling was performed from tail prick at 0-min, 15-min, 30-min, 90-min and 120-min timepoints. After overnight storage at 4 °C to allow for natural clotting, the samples were centrifuged at 2500 × *g* for 10 min at 4 °C. The serum supernatant was collected, pipetted into fresh Eppendorf tubes and frozen at −80 °C.

### Behavioral tests

Subjects were singled housed the day before testing. All behavioral tests were video recorded and carried out in TSE Multi Conditioning Systems for 10 min, after which animals were returned to their single housing cages before regrouping. Before each test, the subject was placed into the test area, the floor and walls of the test apparatus was cleaned with 1 nM soap solution. The Open Field Test took place under 4 lux light intensity in an arena of 45 cm length, 45 cm width and 40 cm height. The Light Dark Box Test was carried out in an arena consisting of a light compartment with dimensions 28 cm length, 30 cm width, 25 cm height and a dark compartment with dimensions 16 cm length, 30 cm width, 25 cm height. Test subjects were able to cross between these two compartments via an opening in the divider between the compartments. Mice were placed into the light compartment at the start of the test. Videos were then analyzed using animal pose estimation software DeepLabCut [72].

### Necropsy

The IVF derived animals used for necropsy of liver samples had undergone phenotyping as described previously [5]. Necropsy for RNA injected offspring was carried out on 16 males and 16 females, which had undergone all experiments outlined above. Liver samples were dissected and snap-frozen in liquid nitrogen before transfer for storage at −80 °C until processing.

### Corticosterone ELISA

Corticosterone in the serum from blood samples taken during the glucose response to restraint experiment was measured using an ELISA kit (Assaypro, St. Charles, Missouri, United States, EC3001-1). 2 ul of each serum sample was diluted by a factor of 100 in SBS diluent and subsequently the ELISA was carried out in duplicates and according to the manufacturer’s instructions.

### Cell culture and transfection

Neuro-2a (N2a) neuroblastoma cells were cultured in DMEM (Gibco, 41965039) containing glutamine and glucose with 10% fetal bovine serum and 1% penicillin-streptomycin (Gibco, 15140122) and passaged every 3 days. For experiments, 100,000 cells per well were seeded in 12-well plates. The following day, 85% confluent cells were washed with 1× PBS and transfected with 1 ug of a plasmid encoding dCas9-KRAB fusion protein (pLV hU6-sgRNA hUbC-dCas9-KRAB-T2a-Puro, Addgene, Watertown, Massachusetts, United States, 71236). Transfection was performed using lipofectamine2000 (Invitrogen, Waltham, Massachusetts, United States, 11668019) in serum-free culture medium and overnight. The following day, cells were washed with 1× PBS and cells selected in culture medium with 1 ug/mL puromycin (Sigma, P8833) for 2 days. Cells were washed with 1× PBS, then transfected with a 1:1 preincubated mix of 100 ng crRNA (5-AAGGAGTGTATACTGTGTAA-3′) and 300 ng tracrRNA (Microsynth, Balgach, Switzerland) in serum-free medium using lipofectamine2000 overnight. The next day, cells were washed with 1x PBS and harvested with 1 mL TryplE (Gibco, 12604013), then snap-frozen in liquid nitrogen.

### RNA extraction and q-RT-PCR

RNA was extracted from liver and kidney samples using TRIzol (Invitrogen, 15596-026) according to the manufacturer’s protocol after homogenizing them in a tissue lyser bead mill (Qiagen, Venlo, The Netherlands) at 4 °C for 2 min. The RNA samples were removed of any contaminating DNA by carrying out a DNase treatment, using the Ambion DNA-*free* Kit (Invitrogen, AM1906), according to the manufacturer’s instructions.

RNA of snap-frozen N2a cells were extracted with the RNeasy Plus Mini Kit (Qiagen, 74134), which includes a column-based gDNA elimination step, according to the manufacturer’s protocol. The concentrations of the RNA samples were quantified using a UV/V spectrophotometer (Nanodrop 1000, Thermo Fisher Scientific, Waltham, Massachusetts, United States).

900 ng of each RNA tissue sample and 1000 ng of each RNA cell sample were converted to cDNA using M-MLV Reverse Transcriptase (Promega, Walldorf, Germany, M1705) and Oligo(dt) 15 primers (Promega, C1101) containing RNasin® Plus RNase inhibitor (Promega, N2615) according to the manufacturer’s recommendations. The resulting cDNA samples were diluted 1:4 and 2 ul used for q-RT-PCR. Signal was amplified using SYBR Green (Roche, 4887352001) using 90 °C for 5 min, 51 cycles of 95 °C for 10 s, 60 °C for 10 s, 72 °C for 10 s and plate reading, followed by 95 °C for 5 s, melt curve at 65 °C to 95 °C in 0.5 °C increments for 5 s and 40 °C for 30 s, reading the signal out using a thermal cycler (Bio-Rad, Hercules, California, United States). *Sos2* forward primer 5-ACC ATC TTT GCT CCA GTC CTC TT-3′ and reverse primer 5′- GGT GGA ATA GCA GGA GGG TCA-3′. Endogenous control *Tubd1* forward primer 5′-TCT CTT GCT AAC TTG GTG GTC CTC-3′ and reverse primer 5′-GCT GGG TCT TTA AAT CCC TCT ACG-3’ (all Microsynth).

### ATAC library preparation

For Dex vs. Veh 100 000 fresh 1× PBS washed sperm cells were incubated on ice for 3 min in resuspension buffer (0.1% v/v NP-40, 0.1% v/v Tween-2 and 0.01% v/v Digitonin, 10 mM Tris-HCL pH7.5, 10 mM NaCl, 3 mM MgCl2), after a washing step (10 mM Tris-HCL pH7.5, 10 mM NaCl, 3 mM MgCl2) nuclei were recovered by centrifugation (500 × *g*, 10 min, 4 °C). Nuclei were transposed in tagmentation buffer supplemented with Tween-20 0.1% v/v, Digitonin 0.01% v/v and 2.5 ul Tn5-Transposase for 30 min at 37°C while shaking (1.000 rpm). DNA was purified using the MinElute Reaction Cleanup (Qiagen, 28204) and amplified using the NEBNext high-Fidelity 2X master mix (New England Biolabs, Ipswich, Massachusetts, United States, M0541) and 2.5 uM Nextera primers (Illumina, San Diego, California, United States, FC-141-1007) at 72 °C for 5 min, 98 °C for 30 s and 6 cycles of 98 °C for 10 s and 63 °C for 30 s, followed by 1 min at 72 °C. A subfraction of the amplification product was then subjected to q-PCR to evaluate how many additional PCR cycles would be required. Remaining PCR product was then amplified for additional cycles before double sided bead purification with AMPure XP beads (Beckman Coulter, Brea, California, United States, A63880). Libraries were inspected quantitatively and qualitatively on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, California, United States). Sequencing aimed at 50 Million reads/sample. The same protocol was used for *Tdg* ± and wildtype control sperm, but instead of Nextera primers, Diagenode primers (Diagenode, Marlborough, Massachusetts, United States, C01011034) were used, and sequencing was aimed at 100 Million reads/sample.

### Mouse embryonic stem cell (ESC) generation, culture and RNA sequencing

Embryonic stem cell lines were rederived and cultured in serum-free medium as described previously [39]. 10 male ESC lines were obtained from 5 simultaneously timed matings of Tdg ± male and female. 

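Tdg expression followed the genotypes of the lines. Tdg was at 85.4, 91.6 and 92.7 CPM in wt lines 1 to 3, at 40.0, 41.7 and 46.6 CPM in Tdg ± lines 1 to 3 and at 7.71, 10.6, 10.3 and 8.54 CPM in Tdg −/− lines 1 to 4. No line overlapped a line of another genotype (exact permutation test of Tdg −/− against wt, two-sided, p = 0.0286, the smallest that 3 lines against 4 allow). Y-linked genes were expressed in all 10 lines. Ddx3y, an RNA helicase gene of the Y chromosome, was at 104 to 147 CPM in the wt lines, at 86.2, 30.6 and 117 CPM in Tdg ± lines 1 to 3 and at 56.6 to 122 CPM in the Tdg −/− lines. Uty, a histone demethylase gene, had its lowest level in the same line, 17.5 CPM in Tdg ± line 2 against 46.3 and 62.2 CPM in the other Tdg ± lines. Of 4 measured Y-linked genes, none passed between Tdg ± and wt ESCs over all genes or adjusted over the list alone, and none had an unadjusted p under 0.05 or was called by DESeq2 (camera, adjusted p = 0.352). Klhl13, an X-linked gene used as a marker of X dosage, was at 236 CPM in wt line 1 and at 60.4 and 51.2 CPM in wt lines 2 and 3. X-linked genes in general were not high in wt line 1. Their median log2 difference over 316 genes was −0.007 in that line and between −0.098 and 0.061 in the others.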

Blastocysts were cultured on mitotically inactivated murine feeder cells for 3–4 passages in DMEM supplemented with 15% KO serum replacement (Gibco, 10828028) and leukemia inhibitory factor LIF (Merck-Millipore, Darmstadt, Germany, LIF1010) before adaptation to 2i medium [73]. Total RNA was extracted from rederived ESC for approximately 10–12 passages after removal of feeder cells for three passages. 

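Markers of feeder fibroblasts were detected after the feeders had been removed, at levels that differed between lines. Fn1, the fibronectin gene, which ESCs also express, was at 415 ± 69.1 CPM in wt and 539 ± 96.8 CPM in Tdg ± ESCs (SD, n = 3 lines each; log2 fold change 0.36, adjusted p = 0.292 from edgeR). Tagln, a smooth muscle and fibroblast gene, was at 1.55 ± 0.635 and 0.566 ± 0.384 CPM (log2 fold change −1.47, adjusted p = 0.267 from edgeR). Of 21 measured markers none passed over all genes or adjusted over the list alone, 1 was higher and 2 lower at an unadjusted p under 0.05, and DESeq2 called none. As a list they had a median log2 fold change of −0.46 (camera, adjusted p = 0.11), and the adjusted p was 0.0229 without wt line 1 and 0.00031 without Tdg ± line 3, within a range of 0.00031 to 0.931 over the alternatives. The mean log2 difference of the markers was −0.392, 0.545 and 0.326 in wt lines 1 to 3, and −0.126, −1.59 and 0.435 in Tdg ± lines 1 to 3. Genes of naive pluripotency were abundant in both groups: Nanog was at 680 ± 16.3 and 604 ± 31.8 CPM and Pou5f1 at 1147 ± 118 and 1120 ± 54.2 CPM in wt and Tdg ± ESCs. Both were picked after their values were seen. Of the 21 genes on that list none passed over all genes, 1 was higher and 3 lower at an unadjusted p under 0.05, and 2 were lower adjusted over the list alone and with DESeq2 (camera, adjusted p = 0.344). These 2 were Dppa2 (log2 fold change −0.83, standard error 0.175, adjusted p = 0.0983 from edgeR) and Dppa4 (−0.49, standard error 0.123, adjusted p = 0.123 from edgeR), neighbours on chromosome 16, whose genes were high in wt line 1. The other wt lines also lay above the Tdg ± lines. Dppa2 was at 35.1 and 36.1 CPM in wt lines 2 and 3 and at 16.8 to 26.0 CPM in the Tdg ± lines. Dppa4 was at 73.0 and 70.9 CPM against 54.8 to 56.8 CPM. Of 13 genes of primed pluripotency 1 passed adjusted over the list alone, Lefty2, and none over all genes (camera, adjusted p = 0.688). Few genes of other lineages had enough reads to be tested: 9 of primitive endoderm, 8 of trophoblast and 4 each of mesoderm and neuroectoderm. None of these 4 lists was shifted (camera, adjusted p = 0.906 to 0.923).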

Total RNA libraries were prepared using the Illumina® Stranded Total RNA Prep with depletion of ribosomal RNA (Illumina, 20040529) according to manufacturer’s recommendations. RNA sequencing (SE80) was carried out on a NextSeq 500 platform.

### Data analysis

#### Phenotyping

SPSS was used to compute statistics of metabolic and behavioral tests, as well as corticosterone tests. We tested for the contribution of several covariates to the overall variance of the data. These included: litter size [74], day of testing, age [75], and age at weaning. If the covariate was statistically significant (*p* < 0.5) in at least one sex and the eta squared exceeded 5%, then the covariate was added to the statistical model to improve its accuracy. Uncorrected data are also made available and respective plots available under supplementary material. We did not exclude any data points. When appropriate (GTT, ITT, Glucose in response to restraint, Corticosterone in response to restraint) repeated measurement ANOVA was applied. Behavioral data were analyzed with two-way ANOVAs, using sex and treatment as independent variables. Significance level was set to *p* < 0.05.

Gene expression data generated via q-RT-PCR of IVF offspring and dCAS-KRAB experiment were analyzed using Mann-Whitney nonparametric test in GraphPad Prism, since data were not normally distributed. Data were assessed for homogeneity. Data from RNA injection offspring were normally distributed and variances did not differ between groups hence were analyzed with a two-tailed Student’s *t*-Test.

#### ATAC sequencing analysis

Adapters were trimmed with trimmomatic, and reads were aligned to the GRCm38.p5 genome using Bowtie2 (2.3.4.3) [76] end-to-end alignment (with --no-unal -X 2000 --no-mixed --no-discordant --score-min L,−0.4,−0.4). Duplicated fragments were marked with Picard (2.18.27) [77], chrM and ENCODE blacklisted regions were excluded, and fragments with MAPQ > = 30 and length between 50 and 115 (40 and 120 for wt and *Tdg* ± data) were retained as nucleosome-free reads. For Dex vs Veh treated samples the retained reads were shifted and merged across samples before running MACS 2.2.5 [78] (BAMPE mode) to identify nucleosome-free regions. One sample was excluded because it presented poor QC (high duplication rate, poor enrichment for TSS). Sample-level quantification of the regions was performed using featureCounts 1.6.4 (with -p --ignoreDup --primary) [79] on all fragments (irrespective of size). Differential accessibility analysis on the region was performed using edgeR (3.27.13) [80] with the exact test, testing regions with more than 10 reads in more than 1 sample. For *Tdg*± vs. wildtype MACS (BAMPE mode) was used on all fragments to identify broadPeaks per samples, which we defined as “accessible” regions. NarrowPeaks per sample were generated after shift and removal of the blacklisted regions and defined as “nucleosome-free accessible” (NFA) regions per sample. Total consensus “accessible” regions were defined as being present in at least 2 of all 5 samples. *Tdg* ± consensus “accessible” regions and “NFA” regions were defined as being present in at least 2 of the 3 *Tdg* ± replicates.

#### Motif analysis

Motifs were obtained from the HOCOMOCO v11 core motif database, and genome-wide hits for motif archetypes were downloaded from a previously published study [81]. Motif enrichment analysis on sperm total 5fC sites or 5fC sites in proximity to a TSS (±2kB) was performed with memes 0.99 and MEME Suite (- size 200) [82], with different sets of control regions. For motif enrichment analysis on the archetype level a two-sided hypergeometric test was used to test over-representation of motif archetypes in sets of regions. For differential motif activity analysis, per-sample motif-wise scores were obtained from ATAC-seq data using chromVAR 1.12 (size -250 for NFA, 200 for 5fC/no5fC and TSS) [83], and the resulting scores were z-score normalized before running differential analysis with limma 3.46 [84].

#### RNA-seq analysis

RNA-seq data was quantified with Salmon v0.8.1 [85] on the GRCm39 v108 transcriptome.

Surrogate Variable Analysis was used on variance-stabilized expression data using the sva package SEtools (1.9.3) [86] with 3 surrogate variables. The corrected expression data of genes with at least 20 reads in at least one sample were used to inferred TF activity using the viper 1.24 package [87] with regulons from DoRothEA [88], followed by differential analysis using limma [84].

Methylated sperm promoter regions were extracted from publicly available data GSE75323. The 5fC data of mouse sperm (GSE84833) was lifted to mm10 via liftOver [89]. For no5fC sites the same sequencing data was used by extracting sites where no 5fC was measured and are not in proximity to 5fC sites (±2kb) as well as unique (±1kb to other no5fC sites). TSS with a 5fC site ±2kb were declared as TSS with 5fC. TSS annotation GRCm38 Ensembl v102.

Signal heatmaps were generated using epiwraps 0.99 [90] with background normalization. Signal clusters were generated with k-means clustering.

### Supplementary information

Supplementary Figures

## Data Availability

Sequencing data generated in this manuscript have been submitted to the GEO repository under the following accession numbers: GSE233892 and GSE234039. Code has been deposited on the Github repository: [https://github.com/ETHZ-INS/Fischer-Kretschmer-et-al.-2023]. All remaining data have been archived in ETHs research data collection under accession number: 10.3929/ethz-b-000615271.

# Supplementary material for: Sperm chromatin accessibility’s involvement in the intergenerational effects of stress hormone receptor activation
**Source:** Transl Psychiatry. 2023 Dec 8;13:378. doi: 10.1038/s41398-023-02684-z
**Supplement:** Supplementary file 1 — Supplementary Figures

**Sperm chromatin accessibility's involvement in the intergenerational effects of stress hormone receptor activation**

**Supplementary information**

Vincent Fischer^1,2*^, Miriam Kretschmer^1,2*^, Pierre-Luc Germain^1,3,4,5^, Jasmine Kaur^1^, Sergio Mompart-Barrenechea^1^, Pawel Pelczar^6^, David Schürmann^7^, Primo Schär^7^, Katharina Gapp†^1,2^

^3^ Laboratory of Behavior and Molecular Neuroscience, Institute for Neuroscience, Department of health science and technology,

^4^ Computational Neurogenomics, Institute for Neuroscience, Department of health science and technology,

* These authors contributed equally.

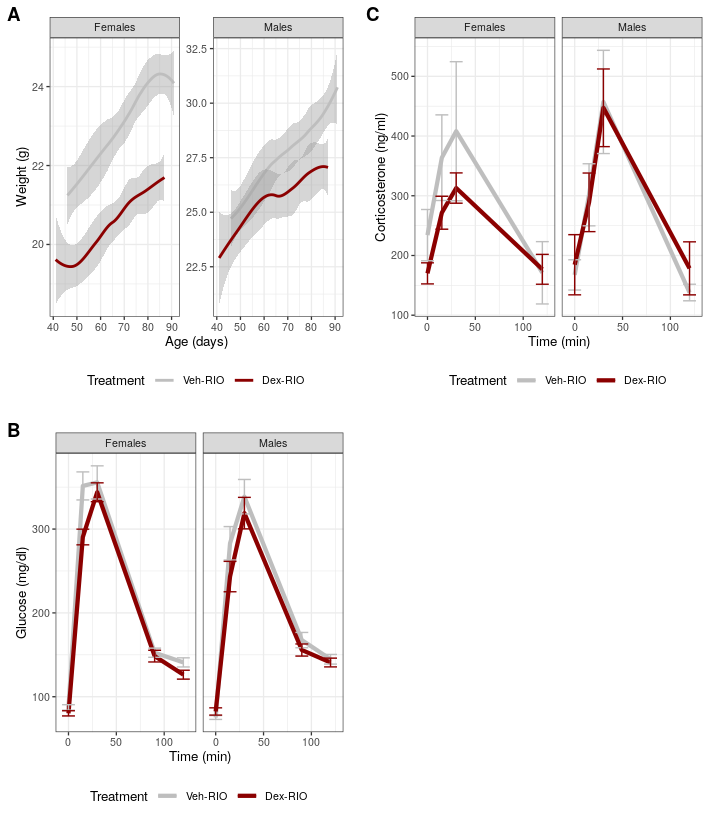

**Supplementary Figure 1.** Phenotyping results of RNA injection offspring (RIO) without considering covariates of A) body weight, B) glucose in response to an injection of glucose. Using the day of testing as a covariate, repeated measures ANOVA showed a significant effect of treatment (F(1, 58)=5.548, p=0.022) on the response to a glucose injection in Dex-RIO versus Veh-RIO. We also observed a time-treatment interaction (F(2.194, 127.229)=3.952, p=0.018) and a time-sex interaction (F(2.194, 127.229)=8.576, p=0.000) C) Corticosterone in response to and during the recovery of restraint (statistical details see main text).

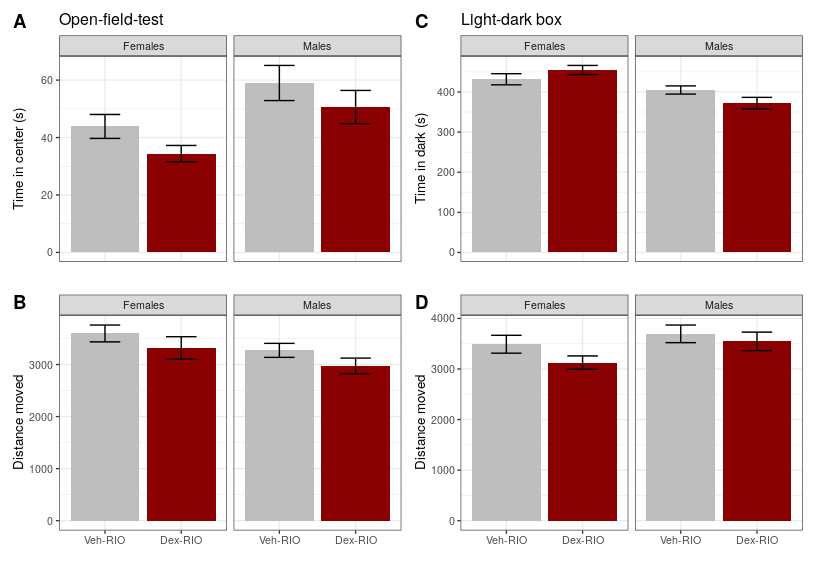

**Supplementary Figure 2.** Behavioral phenotyping results of RNA injection offspring (RIO) depicted without considering any covariates. A) We observed a significant effect of treatment on time spent in the center using age cohort as a covariate (F(1, 58)=7.322, p=0.009) in the open field test. Dex-RIO animals showed a reduced time spent in center compared to Veh-RIO, indicating an anxiogenic effect. Furthermore, we observed a significant effect of sex (F(1, 58)=13.161, p=0.001), with females spending less time in center than males, suggesting higher anxiety levels in females. B) We also found a significant effect of treatment on distance covered in the open field test using age cohort as a covariate (F(1, 58)=4.904, p=0.031). C) When analysing the time spent in the dark compartment of the light dark box test with no significant covariates, we found a significant sex-treatment interaction (F(1, 59)=4.957, p=0.030). When splitting the analysis by sex we further observed that Dex-RIO males showed a strong trend towards spending less time in the dark compartment than controls (F(1, 29)=3.491, p=0.072), while in females we did not observe such effect (F(1, 30)=1.657, p=0.208) and D) In concurrence with a potential overall reduction in activity, two-way ANOVAs showed that Dex-RIO animals exhibited a lower distance moved (F(1, 57)=6.182, p=0.016) than Veh-RIO using age-cohort and age at weaning as covariates in the light dark box test.

A B

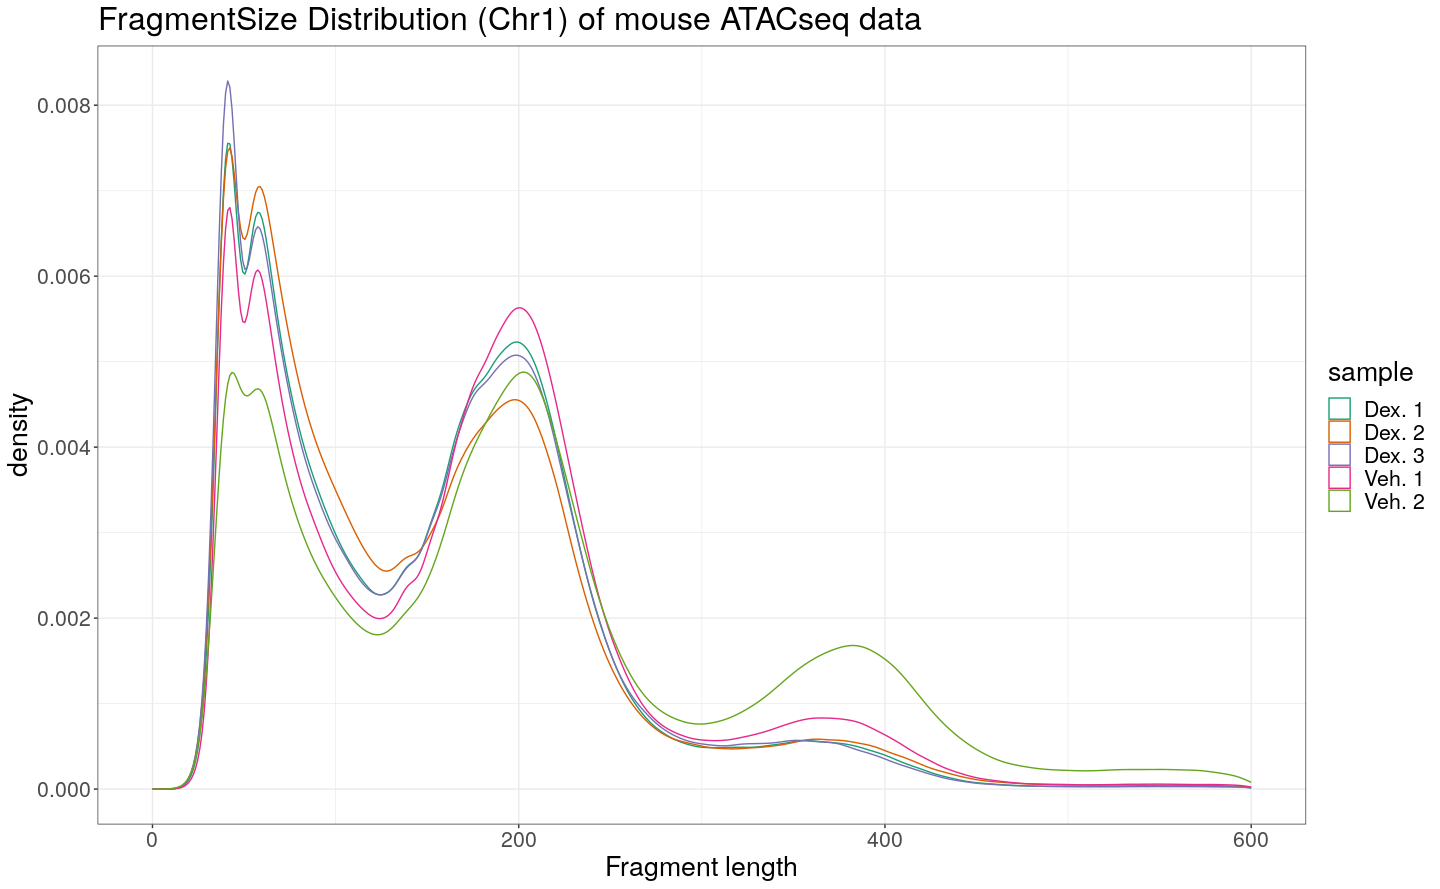

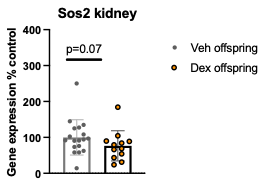

**Supplementary Figure 3.** A) Distribution of ATAC-seq fragments from animals with Veh or Dex treated sperm.

B) *Sos2* expression in kidney of offspring of males injected with Veh or Dex (U=65).

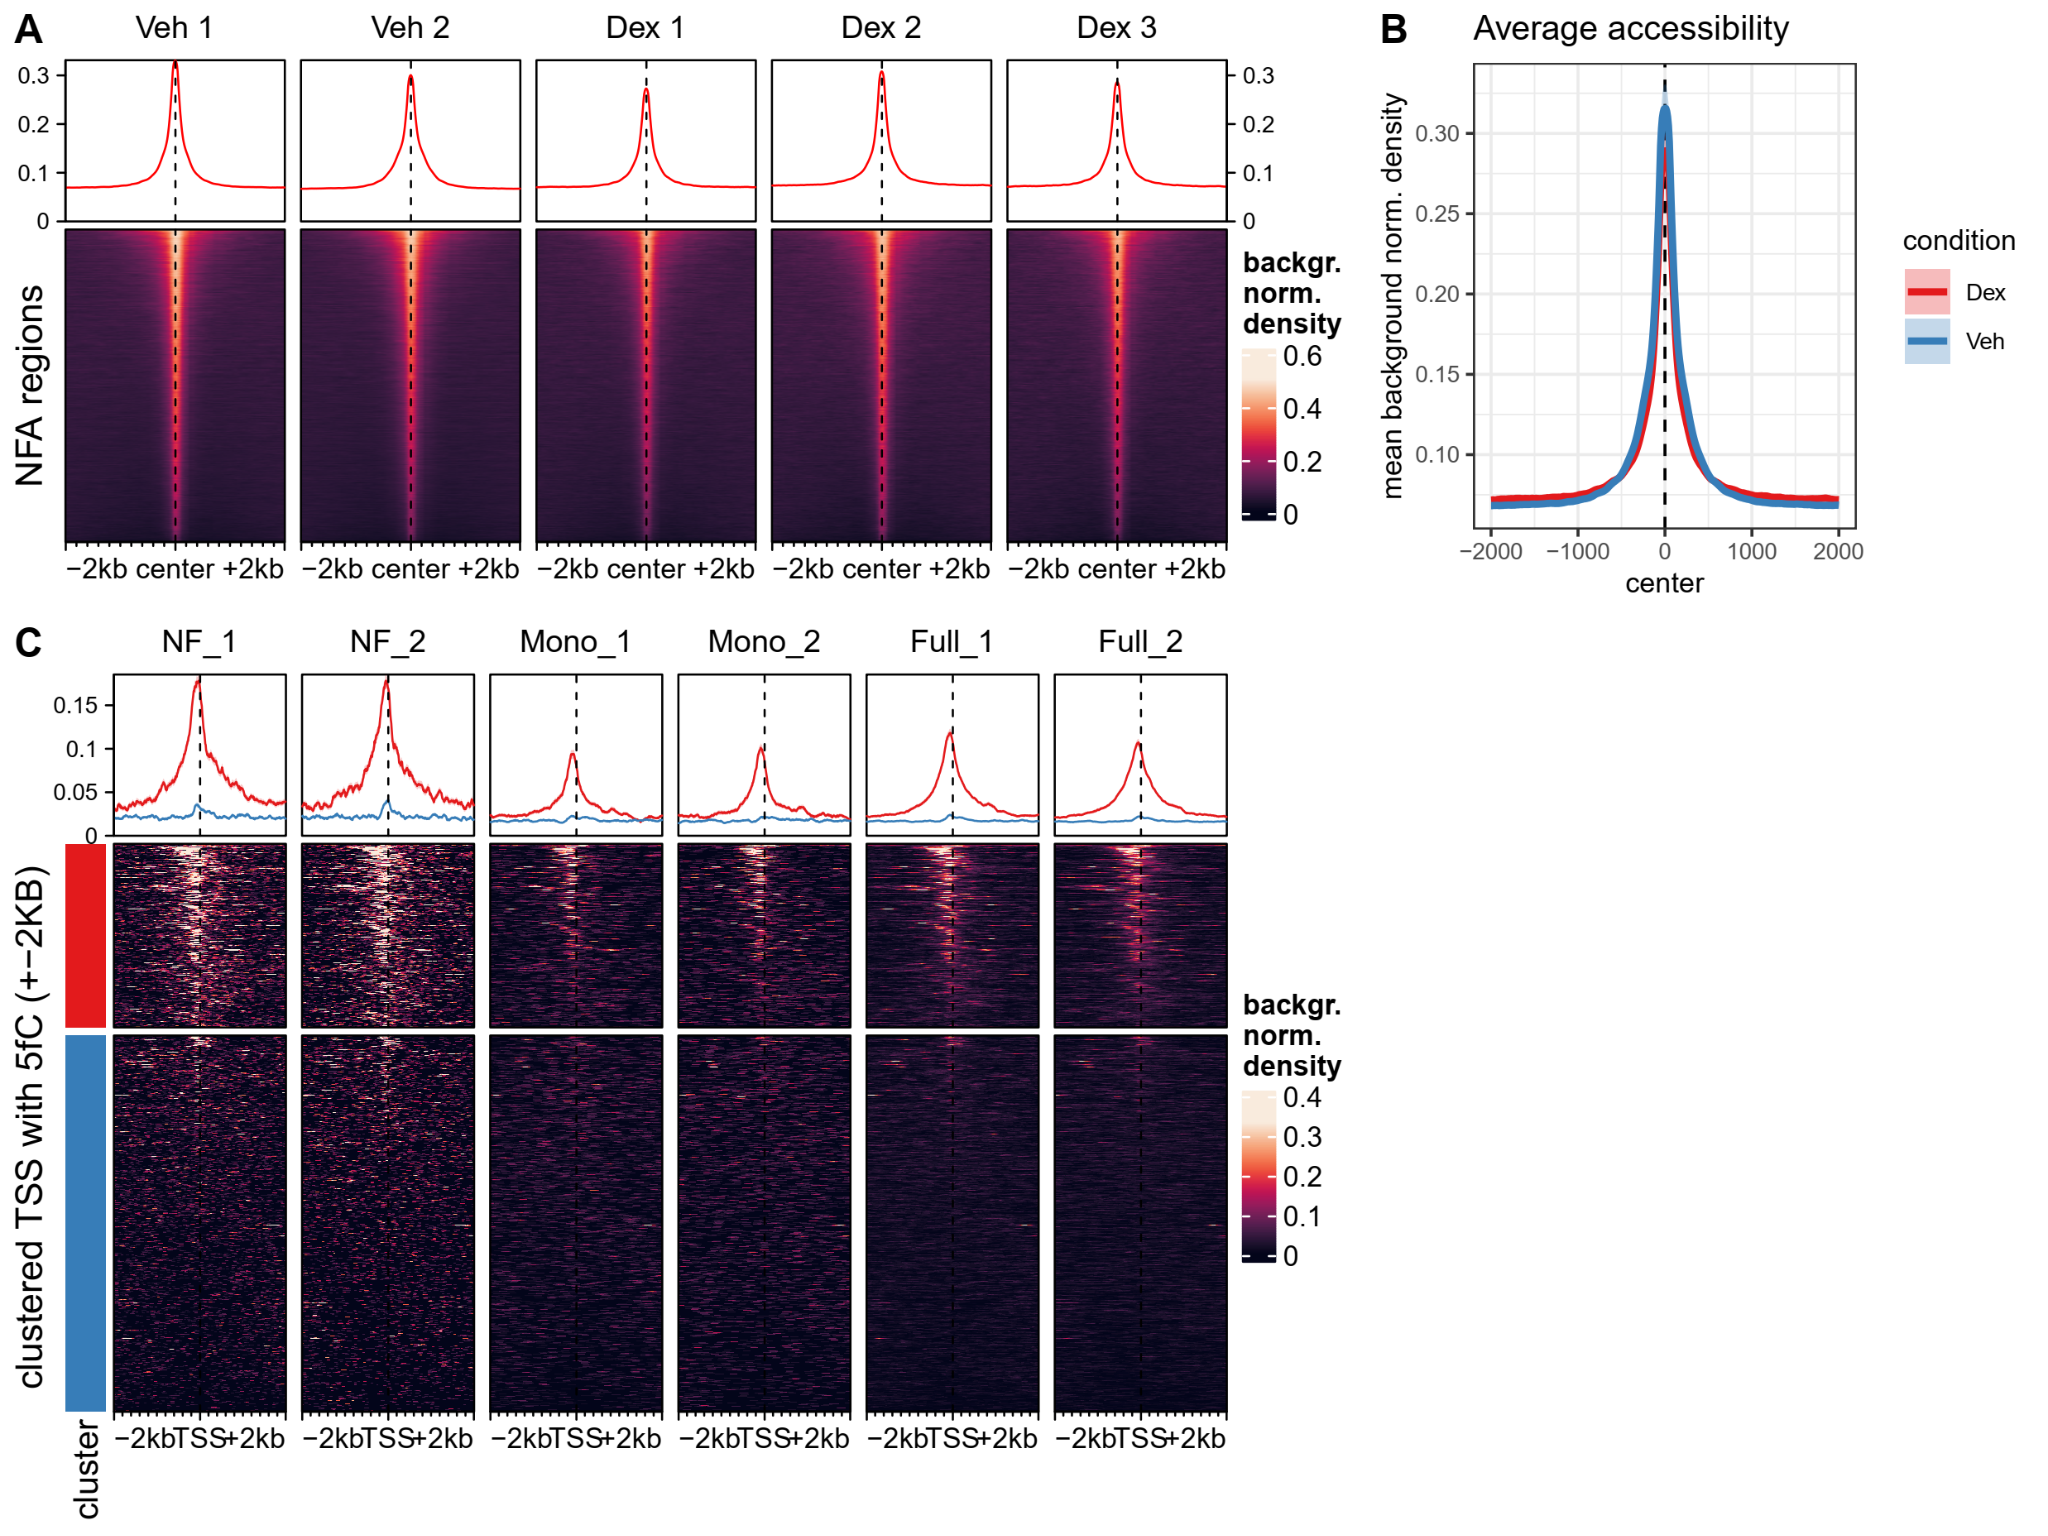

**Supplementary Figure 4.** ATAC-seq data from sperm of age matched males 2 weeks post injection of Dex or Veh. (A) Individual heatmaps of each sample (B) Average accessibility of nucleosome-free regions Dex vs Veh (C) Heatmap depicting a clustering of ATAC peaks based TSS with 5fC sites in proximity. NFA regions= nucleosome-free accessible regions.

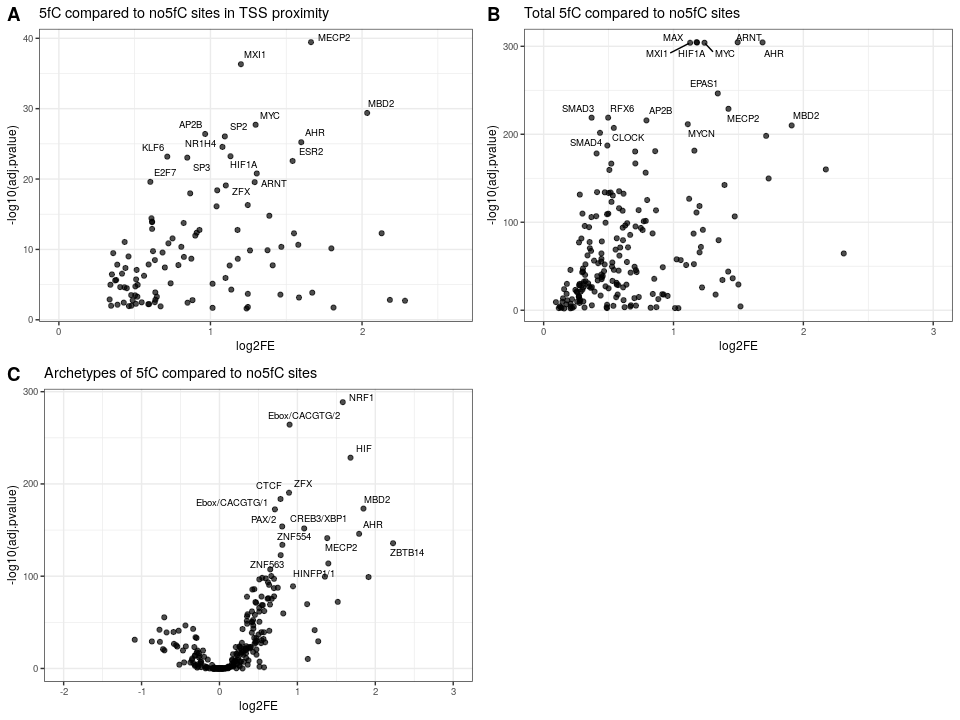

**Supplementary Figure 5.** Transcription factor motif enrichment analysis of (A) 5fC sites in proximity to a TSS versus no 5fC sites in proximity to TSS mouse sperm, (B) of all 5fC sites in mouse sperm, (C) of all 5fC sites in mouse sperm at motif archetype level. Top 15 significant motifs are displayed.

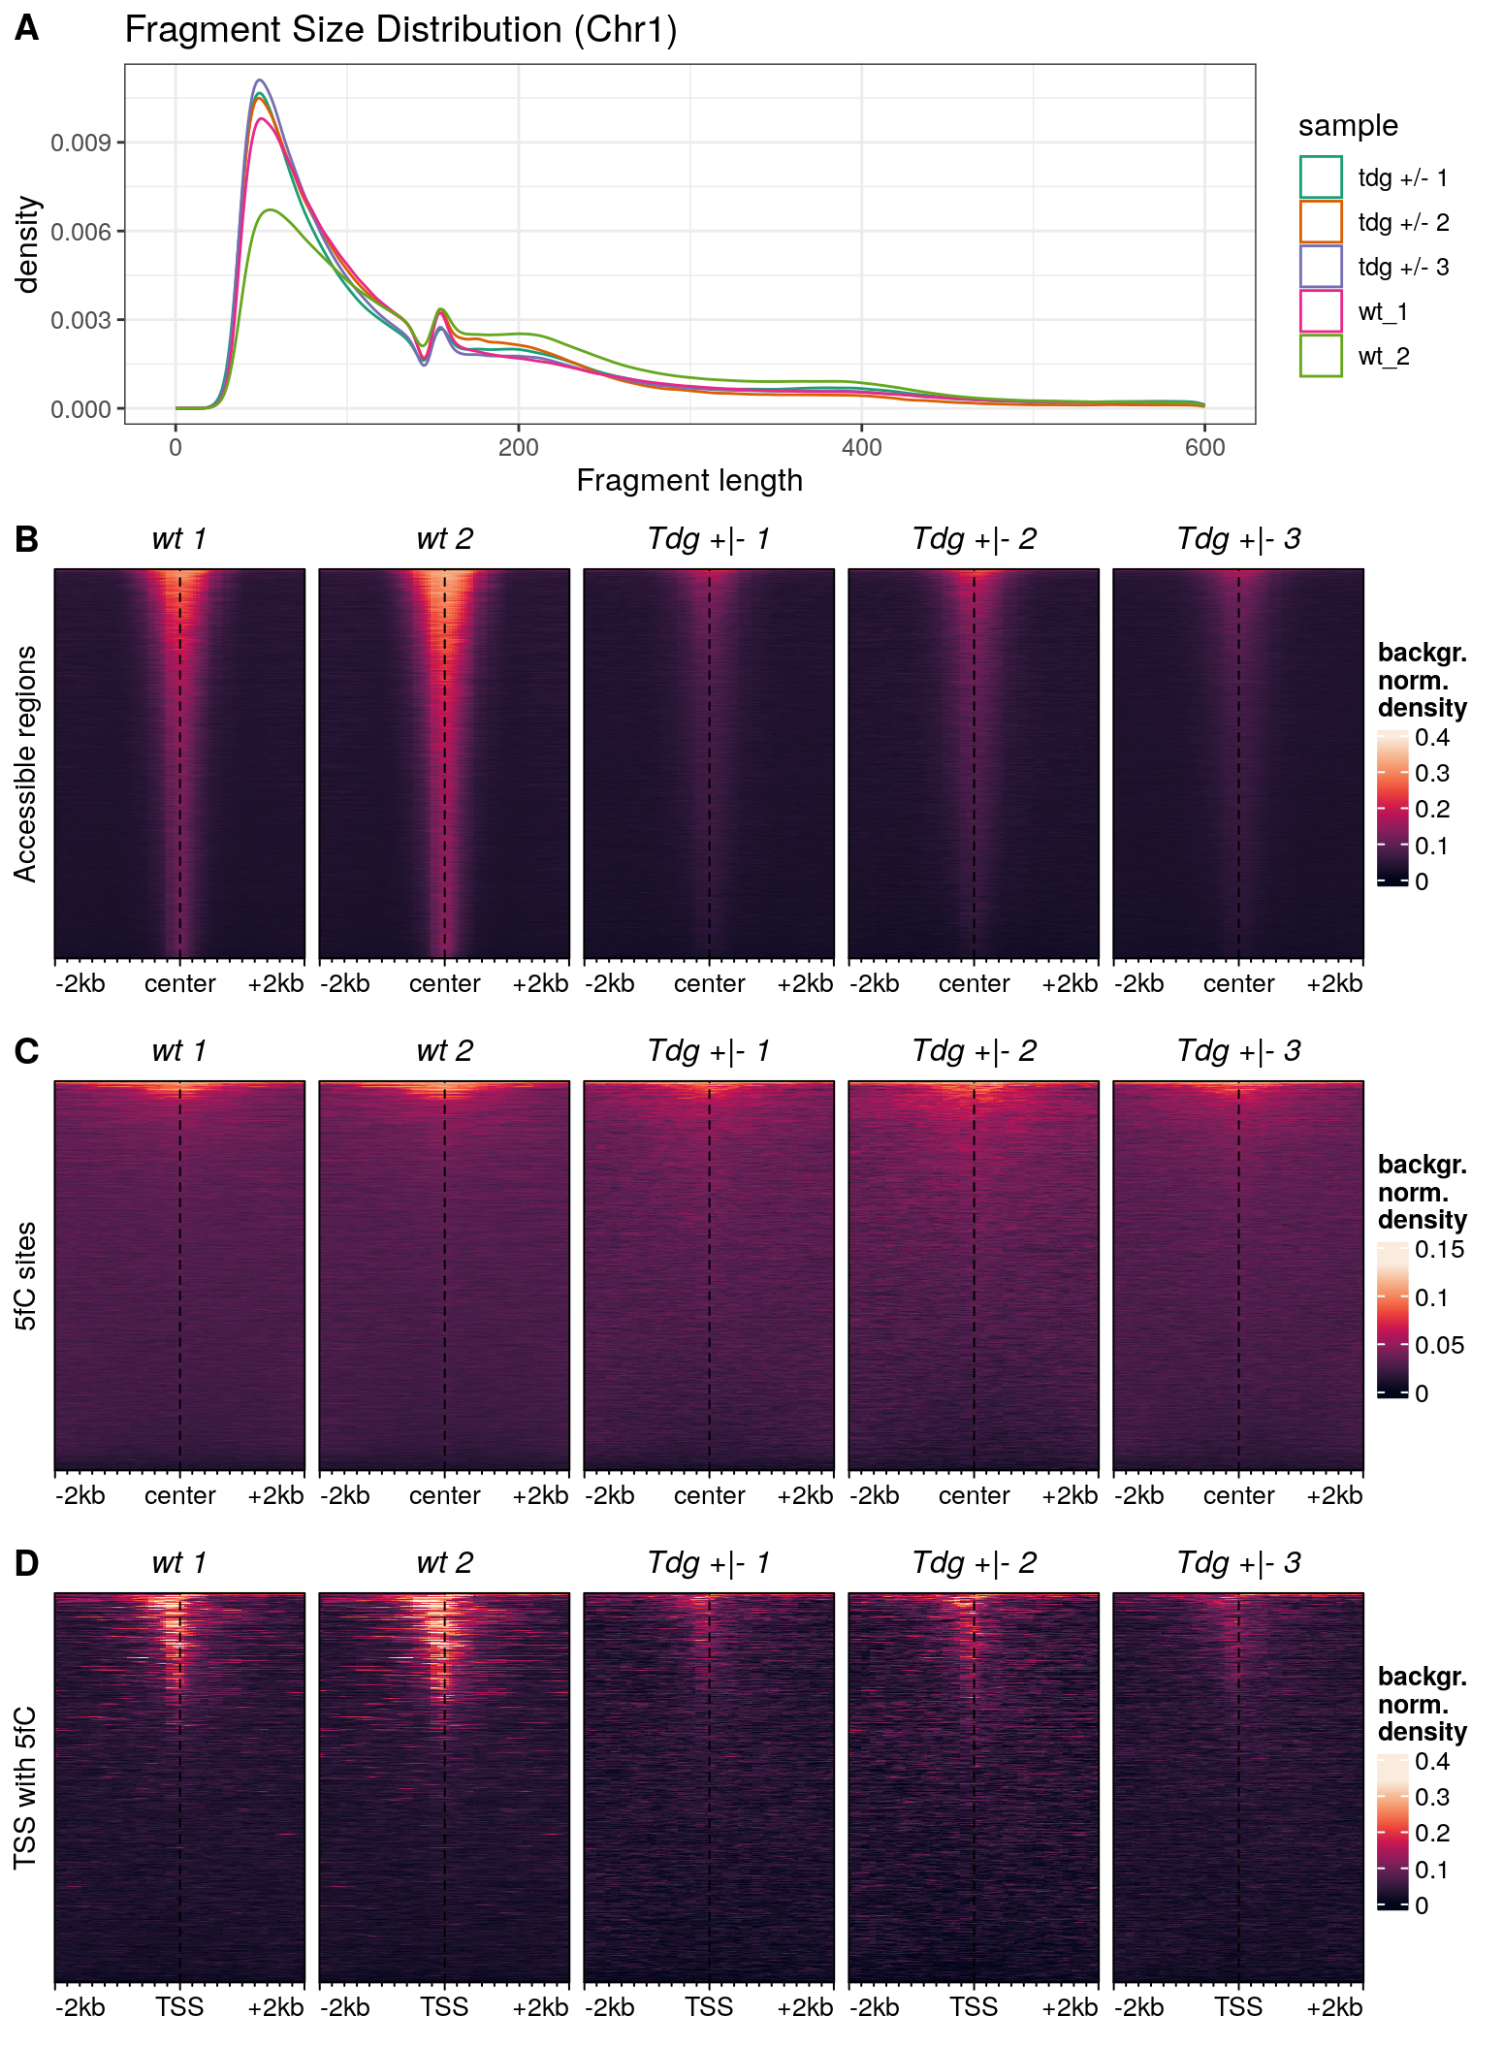

**Supplementary Figure 6.** (A) ATAC-seq data size distribution of mouse sperm of *Tdg*+/- males. (B) Accessibility changes in accessible regions in mouse sperm of *Tdg*+/- males based on consensus peaks (present in at least 2 replicates of either control or *Tdg*+/- samples). (C) Accessibility at 5fC sites in mouse sperm of *Tdg*+/- males (D) Accessibility change at TSS with 5fC in proximity in mouse sperm of *Tdg*+/- males on consensus peaks (present in at least 2 replicates of either control or *Tdg*+/- samples).

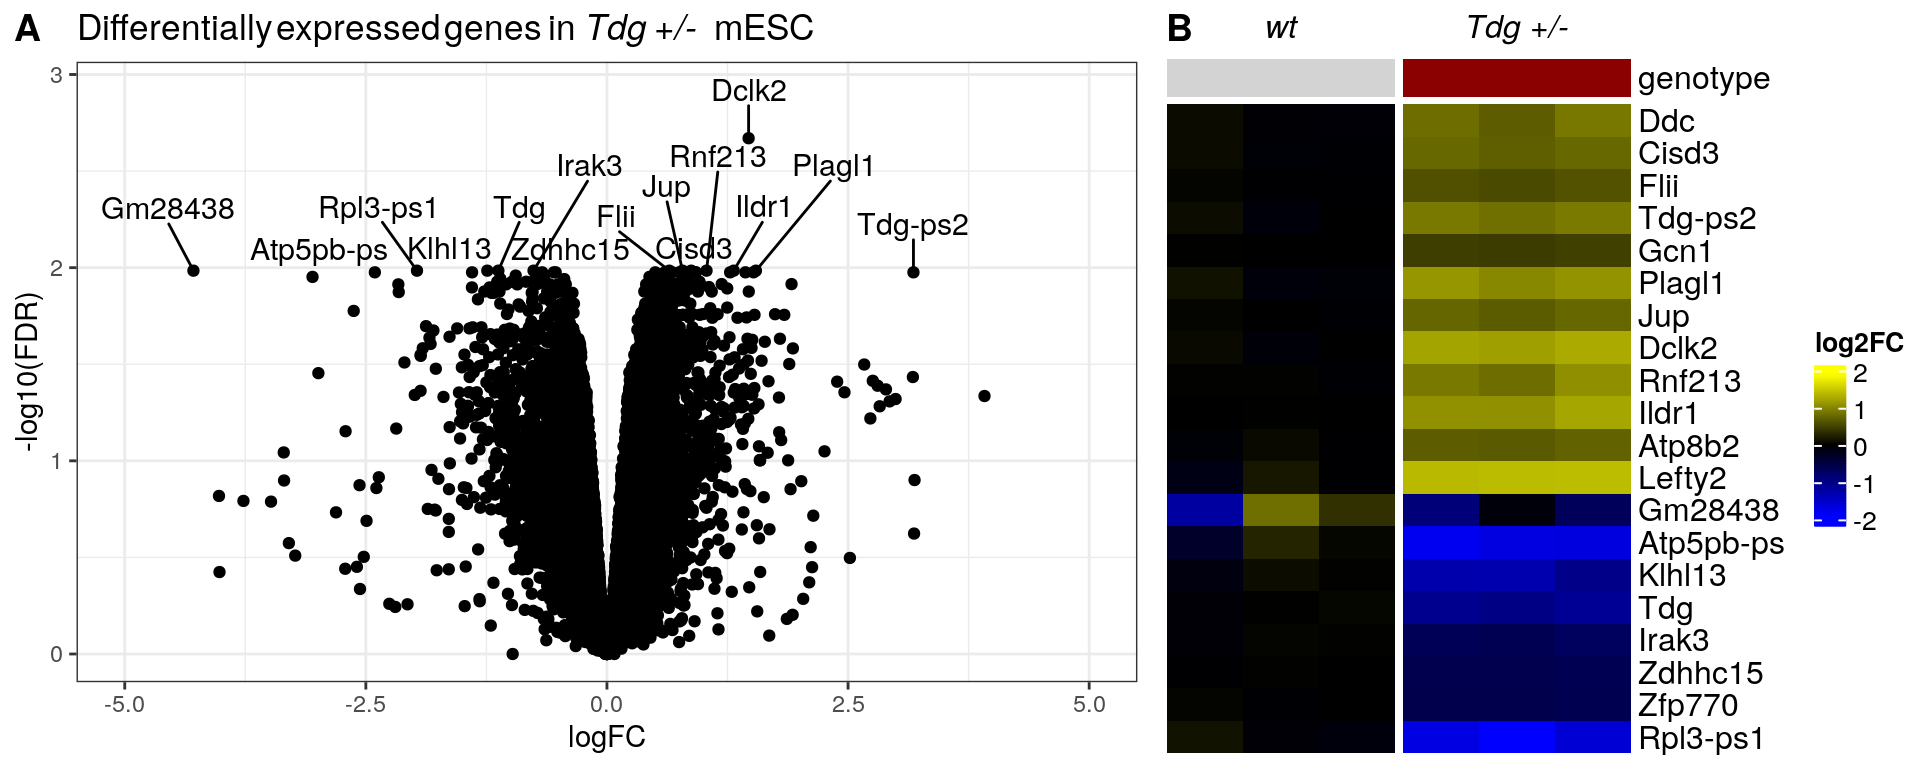

**Supplementary Figure 7.** RNA sequencing results from mouse embryonic stem cells of *Tdg+/-* versus control cells (n=3). A) Volcano plot and B) heatmap depicting differentially expressed genes. Data was adjusted with surrogate variable analysis. Top 15 (A) and Top 20 (B) significant genes are displayed.

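Slc38a4, an imprinted gene of an amino acid transporter, rose in Tdg ± ESCs once 3 surrogate variables were in the fit (log2 fold change 1.74, standard error 0.0634, adjusted p = 8.49e-06 from edgeR). Without them its log2 fold change was 1.84 (standard error 0.324, adjusted p = 0.0814 from edgeR), at 23.6 ± 9.23 CPM in wt and 84.9 ± 28.1 CPM in Tdg ± ESCs (SD, n = 3 lines each). Pgr fell by 1.96 on the log2 scale with surrogate variables (adjusted p = 0.0147 from edgeR), and so did Tdg by 1.09, with an adjusted p of 5.77e-05. In all, 1856 genes were higher and 1857 lower, of 13880. Chromosome 11 held 683 of the higher and 14 of the lower genes. On chromosome 16, 15 were higher and 155 lower. The surrogate variables and the genotype leave 1 residual degree of freedom among the 6 lines. In simulated libraries of such lines with no genotype effect, this fit called a median of 20 genes (0 to 82 in the 17 of 20 runs that could be fitted), and single runs changed with numerical rounding. With 3 surrogate variables estimated on all 10 lines 824 genes passed, and with 1 surrogate variable 23.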

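Lefty2, which inhibits Nodal signaling, was at 156 ± 48.7 CPM (SD, n = 3 lines) in wt and 502 ± 185 CPM (SD, n = 3) in Tdg ± ESCs, a log2 fold change of 1.67 (standard error 0.319, adjusted p = 0.0908 from edgeR). Genes of chromosome 11, which were higher in Tdg ± ESCs in general, are 6 of the 20 genes labelled in Supplementary Fig. 7, and all but Atp5pb-ps were higher. Beside Rnf213 these are Cisd3, an iron-sulfur protein of mitochondria, with a log2 fold change of 0.92 (adjusted p = 0.0609 from edgeR), Flii, an actin-binding protein, with 0.74, Jup, which encodes plakoglobin, with 0.87, and Ddc, the decarboxylase of dopamine and serotonin synthesis, with 0.85. On other chromosomes, Atp8b2, a phospholipid flippase, had a log2 fold change of 0.83 (standard error 0.162, adjusted p = 0.0958 from edgeR), Gcn1, which activates the kinase GCN2, 0.54, Plagl1, an imprinted zinc finger gene, 1.01, Ildr1, a gene of tricellular junctions, 1.05 and Dclk2, a doublecortin-like kinase, 0.85. Zdhhc15, a palmitoyltransferase on the X chromosome, had a log2 fold change of −0.76 (standard error 0.127, adjusted p = 0.0814 from edgeR), Irak3, an inhibitor of Toll-like receptor signaling, −0.70 and the zinc finger gene Zfp770 −0.68. Klhl13 had one of −1.09, with most of its wt reads in wt line 1. Pseudogenes are 4 of the 20, and their reads may be shared with their parents. Tdg-ps2 was at 0.164 ± 0.0880 CPM in wt and 1.81 ± 0.197 CPM in Tdg ± ESCs (adjusted p = 0.0609 from edgeR). Rpl3-ps1, Atp5pb-ps and Gm28438 had log2 fold changes of −3.43, −3.06 and −1.89 (adjusted p = 0.0956, 0.128 and 0.599 from edgeR). In all, 12 of the 20 genes were higher and 8 lower, 17 had an unadjusted p under 0.05, and Tdg and Rnf213 passed an adjusted p under 0.05 without surrogate variables. The study chose these genes on the same lines, so their direction here is not independent evidence. All 20 passed with 3 surrogate variables, with adjusted p values from 1.01e-06 for Rpl3-ps1 to 0.00136 for Zdhhc15, and DESeq2 without surrogate variables called 16. The number called without surrogate variables was 11 with no filter on low counts, 0 with transcript lengths as an offset and 0 to 8 when a line was left out.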

How the deposited data were processed for this re-analysis (not part of the article)

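Gene expression was measured by RNA sequencing in 10 male mouse ESC lines of 3 genotypes, 3 wt, 3 Tdg ± and 4 Tdg −/−. Each line was 1 library. The paper reports the comparison of Tdg ± with wt ESCs, and the Tdg −/− lines are described in the closing section. Lines were assigned to genotypes by the submitters' labels, which match the paper's numbers of lines. The labels give replicate numbers within each genotype but do not tie a line to a mating, so p values measure the spread between lines.

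The authors made stranded total RNA libraries after ribosomal depletion, sequenced single-end reads and quantified them with Salmon 0.8.1 on the GRCm39 transcriptome. The deposited files give, for each of 116357 transcripts, an estimated read count (an expected count that need not be whole) and the TPM that Salmon computed from effective transcript lengths. The authors' estimated counts are not normalized. The TPM deposited by the authors are scaled to the same total in each line and were used here only to check the levels of steroid receptor genes. No files of the authors' own comparisons, surrogate variables or TF activities were used here. Some results are not reported here.

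Here the estimated counts were summed per gene and rounded to whole numbers. Transcripts were paired with genes by their identifiers through an annotation of the earlier build GRCm38, which paired 115153 of them (98.97%). The reads of unpaired transcripts, 0.472% to 0.499% per line, were left out of library sizes and tests. Of the 35427 genes, 528 had their symbol updated to a newer one. Because the builds differ, the annotation was used for names, chromosomes and which genes lie near each other, and no coordinates are given. The lines held 31095354 to 39916106 reads in genes (median 36008516). The 10 most abundant genes took 7.94% to 9.36% of the reads and mitochondrially encoded genes 0.899% to 1.678%. No 2 lines of a genotype held the same library, since their counts differed by 18.95 to 142.4 chi-square units per gene.

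Genes were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization) in R 4.3.3, among genes with at least 20 reads in at least 1 line of the fit, the minimum the paper states. An adjusted p under 0.05 (Benjamini-Hochberg) was the threshold. The comparisons were Tdg ± with wt (13880 genes), Tdg −/− with wt (13926), Tdg −/− with Tdg ± (13962) and a trend over the number of wild-type Tdg alleles in all 10 lines (14105). The paper adjusted its data with 3 surrogate variables, and the comparison of Tdg ± with wt was also fitted with 3 surrogate variables from sva 3.50.0 on variance-stabilized counts of DESeq2 1.42.0. Standard errors are the log2 fold change divided by the root of edgeR's F statistic. The common biological coefficient of variation was 0.21, 0.208 and 0.197 in the 3 comparisons of genotypes.

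The paper inferred TF activity with viper and DoRothEA regulons, which were not used here. Instead, 31 gene lists drawn up from general knowledge and fixed in advance were tested with camera of limma 3.58.1 on voom values, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation and with fry. For 29 lists at least 2 members were measured. Each chromosome was tested in the same way, and its median was also taken per line over genes with a mean of at least 5 CPM (1 CPM as an alternative), as the log2 CPM minus the median over the 10 lines, with a prior count of 2. Genes within 5 Mb of Tdg, and within 10 Mb as an alternative, were compared with the rest of chromosome 10. The named genes were fixed in advance by a rule: up to 10 called genes in each direction with the largest log2 fold changes, a mean of at least 1 CPM, a full symbol and lines that do not overlap; every gene the paper names for ESCs; and the 4 members of each list with the smallest p. Other genes are said to be chosen after their values were seen.

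The tests were checked on simulated libraries with 200 changed genes, which lack the structure of the real lines, so the shares called may be too high. For Tdg ± against wt with 3 surrogate variables, 72.4% of genes changed by a log2 of 1 and 94.9% of those changed by a log2 of 2 were called, with 73 false calls among 13673 genes. For Tdg −/− against wt these values were 57.1%, 89.9% and 11 among 13704 genes, for Tdg −/− against Tdg ± 66.3%, 89.9% and 16 among 13755 genes, and for the trend 89.8%, 100% and 5 among 13909 genes. A chromosome 11 moved by a log2 of 0.4 was recovered at 0.383 for Tdg ± and at 0.36 for Tdg −/− against wt, among 13678 and 13684 genes, and a list that was moved was called in both (adjusted p = 9.37e-21 and 2.86e-27 from camera). Of the lists that were not moved as such, whose members on chromosome 11 were moved with it, 1 was also called for Tdg ± and 0 for Tdg −/−. In 20 simulations of Tdg ± and wt lines without a genotype effect, the fit without surrogate variables called a median of 1 gene (0 to 4).

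The alternatives were RLE size factors, no filter on low counts, the filter of edgeR, DESeq2, all 10 lines in the fit, the replicate number as a block, effective transcript lengths as an offset, 1 or 3 surrogate variables, 3 surrogate variables on all 10 lines, protein-coding genes only, and each line left out in turn. Fits without the genes of chromosome 11, or of chromosomes 11, 16 and Y, were added after seeing the data. A count of 0 reads was set to a floor of 3 reads per line where a fold is given.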

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

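The tests of lost Tdg alleles, of another strain's sequence and of shared reads near Tdg were chosen only after their results were seen.

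Chromosome 11, which the paper does not report on, had a median log2 fold change of 0.43 between Tdg ± and wt ESCs, and in each of 10 blocks along it 88.5% to 98.7% of genes were higher. The tables argue against loss of Tdg alleles, because the highest Tdg −/− line had a chromosome 11 median of 0.058 and the Tdg −/− and Tdg ± lines did not overlap (exact permutation test, two-sided, p = 0.0286, the smallest that 3 lines against 4 allow). They also argue against GC content or transcript length, because 782 genes of other autosomes matched on both had a median log2 difference of 0.023, against 0.44 on chromosome 11. A candidate explanation is extra copies of chromosome 11 in the Tdg ± lines, for which the lowest of the 10 block medians would lie above 0.1, and it was 0.334. DNA copies were not measured here, and a difference between matings or an effect of a single wild-type Tdg allele stays open and untested.

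In Tdg −/− against wt ESCs, 4 of the 163 genes within 5 Mb of Tdg passed an adjusted p under 0.05 in edgeR, 2 higher and 2 lower, and 22.1% of them had an unadjusted p under 0.05 against 15.4% on the rest of chromosome 10 (Fisher's exact test, one-sided, p = 0.0338). Sequence of another strain around the targeted allele could lie behind these genes, and the test of it used 10 Mb, where the shares were 19.6% of 219 genes and 15.7% (same exact test, p = 0.128). Hal and Ndufa12 lie 10.9 and 11.6 Mb from Tdg, so they were counted with the rest of chromosome 10. Between Tdg −/− and Tdg ± ESCs the shares were 43.1% and 29.7% within 10 Mb (same exact test, p = 0.000524) and 45.7% and 30.4% within 5 Mb (p = 0.000334). Between Tdg ± and wt ESCs they were 11.9% and 15.6% within 10 Mb (same exact test, p = 0.92). Fisher's exact test takes genes measured in the same lines as independent, so its p values do not measure the spread between lines. The summed level of Tdg, Tdg-ps and Tdg-ps2 in Tdg −/− ESCs, 0.148 of that in wt ESCs, is set by the targeting of Tdg. It leaves out the other genes near Tdg, so it decides nothing about reads they share with other copies. The strain of single alleles was not analysed here, so neither explanation can be told apart from an effect of the loss of TDG on its neighbours.

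With 3 surrogate variables 3713 genes passed between Tdg ± and wt ESCs, and 4 without them. The fit leaves 1 residual degree of freedom, and in simulated libraries with no genotype effect it called a median of 20 genes, a value that rounding in the computation moves. Of 20 such runs, 17 could be fitted, with 0 to 82 genes called. The largest of the other splits of the 6 lines called 273. Too few residual degrees of freedom could thus account for part of the count but did not reach it in these runs; the simulated lines lack the structure of the real ones, so the share it accounts for cannot be told apart. A difference between the genotypes stays open.

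The paper does not report the Tdg −/− lines. Tdg had a log2 fold change of −3.26 between Tdg −/− and wt ESCs (adjusted p = 9.98e-06 from edgeR). With transcript lengths as an offset its log2 fold change was −2.36 (adjusted p = 0.000365 from edgeR). In the main fit of this comparison 10 genes passed, and 7 gene lists with a preset correlation but 0 with an estimated one and 0 with fry. Between Tdg −/− and Tdg ± ESCs 1261 genes passed, and 5 genes had a trend over wild-type Tdg alleles.

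Splits of the lines into other groups of the same sizes gave these counts, and each number of splits includes the real one. For Tdg ± against wt there are 10 splits, too few for a share under 0.05. The real split called 4 genes (highest other 0) and 3713 with 3 surrogate variables (highest other 273). It called 3 lists (highest other 12) and 3 chromosomes (highest other 4). At least as many lists were called in 10 of 10 splits, and at least as many chromosomes in 8 of 10. Neither of these 2 counts sets the real split apart. For Tdg −/− against wt, 2 of 35 splits called as many genes as the real one (10, highest other 4236), 11 of 35 as many lists (7, highest other 11) and 30 of 35 as many chromosomes (1, highest other 4), so chance cannot be excluded for any of them. For Tdg −/− against Tdg ±, 2 of 35 called as many genes (1261, highest other 5259), and for the trend 5 of 100 drawn splits did (5, highest other 2868), so chance cannot be excluded either. In both comparisons of Tdg −/− lines the highest split sets Tdg −/− lines 2 to 4 against the rest, which points to a structure of the lines that parts Tdg −/− line 1 from the other Tdg −/− lines.

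In 5 of 68 groups of the 4 Tdg −/− lines 1 line stood far from the others, where chance gives about 1 in 20. Tdg −/− line 1 had a median log2 difference of 0.008 on chromosome 7, a mean of 0.121 over heat shock genes and a summed level of Ndufa12 and Ndufa12-ps of 49.2 CPM. Tdg −/− line 2 had 1.25 CPM of Hal. Tdg −/− line 4 had a log2 difference of 0.387 for Klhl13, the measured member of the list on X inactivation and X dosage.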

How the results depend on the processing

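Fits without the genes of chromosome 11 (or of 11, 16 and Y), other settings of the fit with 3 surrogate variables, and leaving out lines for chromosomes, genes near Tdg and receptors were chosen after seeing the data. The cause of a change was not tested unless stated.

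Between Tdg ± and wt ESCs 4 genes passed with edgeR. The count was 269 with no filter, 744 with DESeq2, 23 with all 10 lines, 33 with the replicate block, 0 with the length offset (2240 at an unadjusted p under 0.05), 3713 with 3 and 23 with 1 surrogate variable, 824 with 3 on all 10 lines and 11 with protein-coding genes only. It was 0 to 207 with a line left out (8 without wt line 1, 0 without wt line 2, 1722 at an unadjusted p under 0.05, 207 without Tdg ± line 1 and 1 without Tdg ± line 3). Tdg had −1.12 with the length offset, where it did not pass, and −1.14 to −1.03 with a line left out. H2-T22 kept its call in 2, Rnf213 in 1 and Gm6158 in 3 of these 6 fits. The result with 3 surrogate variables gave 824 with all 10 lines, 23 with 1 and 4 with none, and 1596 without chromosome 11, where fewer genes are tested. It could not be fitted with no filter, and leaving out a line leaves no residual degrees of freedom.

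Between Tdg −/− and wt ESCs the count of 10 became 19 with no filter, 93 with DESeq2, 5 with the replicate block, 24 with 3 and 18 with 1 surrogate variable, and 18 with 3 on all 10 lines. It was 3 to 3077 with a line left out (5 without wt line 3, 3077 without Tdg −/− line 1, 5 without line 2 and 3 without line 4). Between Tdg −/− and Tdg ± ESCs the count of 1261 became 3346 with DESeq2, 6 with the replicate block, 464 with the length offset, 5793 with 3 and 2218 with 1 surrogate variable, 3517 with 3 on all 10 lines, 496 without chromosome 11 and 509 without chromosomes 11, 16 and Y. It was 12 to 5659 with a line left out (21 and 12 without Tdg ± lines 2 and 3, and 5659, 14, 22 and 13 without Tdg −/− lines 1 to 4). The trend's 5 genes became 12 with no filter, 10 with 3 and 17 with 1 surrogate variable, and 2 to 11 with a line left out (11, 2 and 2 without wt lines 1 to 3, 8 without Tdg ± line 3, and 10, 3 and 2 without Tdg −/− lines 1, 2 and 4).

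Of the lists, 3 passed for Tdg ±, 0 with an estimated correlation, 0 with fry, 1 without chromosome 11 and 2 to 7 with a line left out (6 without wt line 2 and 7 without Tdg ± line 3). Estrogen-induced genes turned from higher to lower without chromosome 11 (adjusted p = 0.906 and 0.757, not passing in either), and with a line left out the adjusted p of TEAD and YAP targets was 0.0363 (without Tdg ± line 3) to 0.676. For Tdg −/−, 7 lists passed, 0 with an estimated correlation, 0 with fry, 14 with 3 surrogate variables and 3 to 9 with a line left out (3 without wt line 3 or Tdg −/− line 1). With 3 surrogate variables mesoderm genes (adjusted p = 0.0151), germline genes (0.0302) and unfolded protein response and ATF4 targets (4.33e-06) turned their direction in Tdg −/− ESCs. With the replicate block, feeder markers (0.177) and p53 targets (0.0578) no longer passed in Tdg −/− ESCs and germline genes (0.0249) passed in Tdg ± ESCs.

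With a line left out, chromosomes called for Tdg −/− numbered 0 to 3 (main 1; 2 without wt line 3, 3 and 2 without Tdg −/− lines 2 and 3, 0 without line 1), and the chromosome 11 median was 0.018 to 0.10, called without Tdg −/− line 2 (0.0749) and line 3 (0.104). Chromosomes called for Tdg ± with a line left out numbered 2 to 3 (main 3, and 2 without Tdg ± line 3). The camera p of genes near Tdg was 0.219 for Tdg ± (0.0533 to 0.858) and 0.515 for Tdg −/− (0.131 to 0.945). In TPM in place of CPM the log2 ratio of Nr3c1 in Tdg −/− ESCs was −0.34 and that of Nr3c2 in Tdg ± ESCs 0.37.

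The replicate numbers do not pair the lines: the correlation of the deviations of same-numbered lines was 0.09, 0.0836 and −0.0979 for Tdg ± and wt, 0.162, 0.0949 and 0.187 for Tdg −/− and wt, and 0.00492, 0.0525 and −0.207 for both mutants, and wt line 2 correlated more with Tdg ± line 3 (0.214) than with line 2 (0.084).

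Of 1124 values of named genes in Tdg ± ESCs under other settings 915 kept direction and side of the threshold, 194 newly passed, 6 no longer passed and 9 changed otherwise, and of 1131 in Tdg −/− ESCs 1016 kept both, 19 newly passed, 24 no longer passed and 72 changed otherwise. None turned a called direction. In Tdg ± ESCs 70 of the newly passing values came with 3 surrogate variables and 45 with DESeq2, and in Tdg −/− ESCs 3 and 6. Depth limits Esr1, Esr2 and Hoxa9, with at most 6 reads in a line.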

Differences from the paper's values

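The values below come from fits set before the data were examined. The paper's values were read by eye from a plot of data adjusted with surrogate variables, and those here are log2 fold changes from edgeR without them. A value is said to differ where it lay further from the paper's value than its own standard error. This is a narrow margin for values read by eye, and it is not a test.

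For Dclk2 the paper shows about 1.5 in Supplementary Fig. 7A, read by eye, and the log2 fold change here was 0.85 (standard error 0.414). Of 11 alternatives set before the data were examined, 1 did not differ, 3 surrogate variables on all 10 lines, and the other settings differed. With a line left out it did not differ without wt line 2 (1.04) or wt line 3 (1.18) and differed without each of the other 4, with 0.46 without wt line 1.

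For Gm28438, a pseudogene, the paper shows about −4.3 in Supplementary Fig. 7A, read by eye, and the value here was −1.89 (standard error 1.65). Of 10 alternatives set before the data were examined, 2 did not differ, DESeq2 (−1.88, standard error 3.19) and the replicate block (−3.83, standard error 2.02). DESeq2 gave nearly the main value and did not differ only through its larger standard error. The others differed, among them 3 surrogate variables (−9.34), as did all 6 fits with a line left out. The value was −0.43 without wt line 3. Tdg ± lines 2 and 3 had 0 reads, so the value without Tdg ± line 1 (−12.39) depends on the prior count and is no bound.

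For Rpl3-ps1, a pseudogene, the paper shows about −2.0 in Supplementary Fig. 7A, read by eye, and the value here was −3.43 (standard error 0.669). Of 10 alternatives set before the data were examined, 1 did not differ, 3 surrogate variables on all 10 lines (−1.97). The others differed, as did all 6 fits with a line left out (−3.92 to −2.86).

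For Plagl1 the paper shows about 1.5 in Supplementary Fig. 7A, read by eye, and the value here was 1.01 (standard error 0.289). Of 11 alternatives set before the data were examined, 2 did not differ, transcript lengths as an offset (1.24) and 3 surrogate variables on all 10 lines (1.52). With a line left out it did not differ without wt line 3 (1.18) and differed without each of the other 5, with 0.73 without wt line 1.

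The values of Tdg, Tdg-ps2, Ildr1 and Rnf213 did not differ from those read from the same figure. Those of Tdg and Tdg-ps2 did not differ under any other setting that gave a value or with a line left out. Ildr1 (1.05) differed with 3 surrogate variables (1.23), with 1 (1.44) and without wt line 1 (0.66), and Rnf213 (0.93) with 3 surrogate variables (0.91).

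The paper shows all 20 labelled genes as significant. Here 2 of them passed in edgeR without surrogate variables. All 20 passed with 3 surrogate variables, whether these were estimated on the 6 lines or on all 10 lines, 16 with DESeq2, 11 with no filter, 10 with 1 surrogate variable, 8 without Tdg ± line 1, 4 each with all 10 lines and with the replicate block, and 3 with protein-coding genes only. All 20 had the same direction with and without 3 surrogate variables.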

Other observations

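None of the tests in this part is of a pattern chosen after its result was seen, except where a gene is said to be picked after its values were seen.

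In Tdg −/− ESCs, which the paper does not describe, 5 genes rose and 5 fell against wt ESCs at an adjusted p under 0.05 from edgeR, of 13926 tested (2217 at an unadjusted p under 0.05). DESeq2 called 53 higher and 40 lower. Without Tdg −/− line 1, 3077 genes passed, and 5, 5 and 3 without wt line 3, Tdg −/− line 2 and Tdg −/− line 4. Tdg fell to 9.31 ± 1.41 CPM (SD, n = 4 lines). Tdg-ps2, a processed pseudogene of Tdg, rose to 2.71 ± 0.619 CPM (SD, n = 4), a log2 fold change of 4.02 (standard error 0.396, adjusted p = 0.00752 from edgeR), and Tdg-ps rose to 1.32 ± 0.332 CPM (adjusted p = 0.0474 from edgeR). Both share sequence with Tdg, so their levels are uncertain. Hal, which encodes histidine ammonia lyase and lies on chromosome 10 like Tdg, fell from 4.48 ± 1.56 to 0.958 ± 0.193 CPM, a log2 fold change of −2.21 (standard error 0.286, adjusted p = 0.0404 from edgeR). mt-Atp8, a subunit of ATP synthase encoded in mitochondria, fell from 103 ± 15.4 to 48.4 ± 6.49 CPM, a log2 fold change of −1.07 (standard error 0.147, adjusted p = 0.0453 from edgeR). Pdcd5-ps, a pseudogene with 0 reads in the wt lines, was at 4.73 ± 2.40 CPM, at least 53.3-fold higher than a floor of 3 reads per line (adjusted p = 0.028 from edgeR). The other 4, all on chromosome 10 and picked after their values were seen, are Gm3055 (log2 fold change −3.46), Gm32687 (−5.88), 1190007I07Rik (1.14) and Gm4924 (1.05). Of the 7 fits with a line left out, Tdg-ps2 and Gm3055 passed in 7, Gm32687 in 6, Pdcd5-ps in 3, Hal and Tdg-ps in 2 each and mt-Atp8, 1190007I07Rik and Gm4924 in 1 each. Ndufa12, a complex I gene on chromosome 10 also picked after its values were seen, was at 74.6, 49.3 and 32.4 CPM in wt, Tdg ± and Tdg −/− ESCs, while Ndufa12-ps was at 4.62, 11.4 and 33.6 CPM. These pair to sums of 79.3, 60.8 and 66.0 CPM. The wt lines were not alike: Ndufa12 was at 58.9, 83.4 and 81.7 CPM and Ndufa12-ps at 12.5, 1.09 and 0.25 CPM in wt lines 1 to 3. Hal was at 2.76, 5.81 and 4.87 CPM in these lines, and Gm32687, nearer to Tdg, at 18.4, 19.6 and 26.7 CPM. Why wt line 1 lay nearer the Tdg ± lines for Hal, Ndufa12 and Ndufa12-ps was not tested.

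In Tdg −/− ESCs 7 gene lists were called by camera with a preset correlation, and none with an estimated correlation (adjusted p = 0.604 to 0.71) or with fry. The line means of wt and Tdg −/− lines did not overlap for p53 targets and overlapped for each of the others. Ribosomal protein genes were higher (31 genes, all with a positive log2 fold change, median 0.42, adjusted p = 1.06e-10). None of them passed over all genes in edgeR or adjusted over the list alone, 21 were higher and 0 lower at an unadjusted p under 0.05, and DESeq2 called 2, Rpl27 and Rps16. Their mean log2 difference was 0.552, 0.436 and 0.409 in Tdg −/− lines 2 to 4 and −0.0781 in Tdg −/− line 1, close to the wt lines (−0.0202, −0.0489 and −0.138). Mitochondrially encoded genes were lower (13 genes, median log2 fold change −0.64, adjusted p = 7.98e-06). Of these mt-Atp8 passed over all genes, 7 were lower adjusted over the list alone and 8 at an unadjusted p under 0.05, and DESeq2 called 4. Their mean log2 difference was −0.121, −0.212, −0.356 and −0.61 in Tdg −/− lines 1 to 4 and −0.144, 0.264 and 0.576 in wt lines 1 to 3, so wt line 1 lay below Tdg −/− line 1. mt-Atp6 and mt-Nd2, subunits of ATP synthase and complex I, had log2 fold changes of −0.78 and −0.83. The list of replication-dependent histones and abundant noncoding RNAs was higher (9 genes, median 0.40, adjusted p = 0.00627). Of its 15 names only 9 were in the data, so the rise does not cover every RNA it is named for. Of the 9 genes, 5 were higher and 0 lower at an unadjusted p under 0.05. None passed over all genes, and 1, H1f5, passed adjusted over the list alone and with DESeq2. Glucocorticoid-induced genes were lower (27 genes, median −0.27, adjusted p = 0.0178), with 1 higher and 5 lower at an unadjusted p under 0.05, and so were TEAD and YAP targets (21 genes, median −0.27, adjusted p = 0.0178, 0 higher and 4 lower). Markers of feeder fibroblasts (21 genes, median −0.39, adjusted p = 0.0243, 0 higher and 3 lower) and p53 targets (21 genes, median −0.23, adjusted p = 0.0243, 0 higher and 5 lower) were lower too. In these 4 lists no gene passed over all genes, adjusted over the list alone or with DESeq2. Irs2 and Zfp36, glucocorticoid-induced genes of insulin signaling and mRNA decay, had log2 fold changes of −0.61 and −0.66, and the p53 target Cdkn1a, a cyclin-dependent kinase inhibitor, −0.34. Without Tdg −/− line 1 the call ended for glucocorticoid-induced genes and TEAD and YAP targets (adjusted p = 0.0541 each), feeder markers (0.0615) and p53 targets (0.172). It also ended for glucocorticoid-induced genes without wt line 1 (0.147), for TEAD and YAP targets without wt line 2 (0.0764) or 3 (0.0583), for p53 targets without wt line 1 (0.125) or 3 (0.0583), for histones without wt line 3 (0.0731) and for feeder markers without wt line 2 (0.261) or 3 (0.127) or Tdg −/− line 4 (0.191). Over all alternatives the adjusted p ranged from 0.0096 to 0.623 for glucocorticoid-induced genes, 0.00166 to 0.604 for TEAD and YAP targets, 1.3e-05 to 0.71 for feeder markers, 0.00535 to 0.623 for p53 targets and 2.44e-05 to 0.623 for histones. The mean of the feeder markers was −0.783 in Tdg −/− line 4.

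The other lists tested between Tdg ± and wt ESCs did not pass camera at an adjusted p under 0.05, and none of their members passed over all genes in edgeR except Tdg. Counts of their members below are at an unadjusted p under 0.05 in edgeR and, after them, with DESeq2. Cholesterol synthesis genes came closest (22 genes, median log2 fold change −0.16, adjusted p = 0.0831), with 0 higher and 6 lower at an unadjusted p under 0.05, 0 adjusted over the list alone and 3 lower with DESeq2, among them Msmo1, a sterol demethylase (log2 fold change −0.47). Their call was reached without wt line 2 (adjusted p = 0.0332) and Tdg ± line 3 (0.00584), within a range of 0.00584 to 0.931. Paternally expressed imprinted genes had an adjusted p of 0.19 (17 genes, 4 higher and 1 lower, DESeq2 3 higher, 1 higher adjusted over the list alone, Slc38a4), reached 0.0332 without wt line 2 and 0.0197 without Tdg ± line 3 (range 0.0197 to 0.931), and maternally expressed ones had 0.387 (1 higher and 2 lower, DESeq2 1 higher). Germline genes had 0.209 (18 genes, median log2 fold change −0.66, 2 higher and 6 lower, DESeq2 1 higher and 1 lower), and 0.00347 without wt line 2 (range 0.00347 to 0.931), with Tuba3a, a tubulin gene, higher (1.71) and Ddx4, an RNA helicase of germ cells, lower (−1.15) adjusted over the list alone. In wt line 1 their mean log2 difference was 0.832. The list of replication-dependent histones and abundant noncoding RNAs, with 9 of its 15 names measured, had an adjusted p of 0.344 (0 in either direction, DESeq2 0). It reached 0.0227 without wt line 1 (range 0.0227 to 0.931). Nodal pathway targets had 0.387, with Lefty2 higher at an unadjusted p under 0.05, adjusted over the list alone and with DESeq2. Of 24 genes of cytosine modification and base excision repair Tdg passed, and the list had an adjusted p of 0.906. The adjusted p was 0.776 for p53 targets (1 higher and 3 lower, DESeq2 1 lower) and 0.59 for glycolysis and hypoxia (1 lower, DESeq2 1 lower). It was 0.906 for heat shock (2 higher and 1 lower, DESeq2 0) and 0.688 for ribosomal proteins (2 higher and 2 lower, DESeq2 1 higher and 1 lower). FGF and ERK targets (0.615) and mitochondrially encoded genes (0.751) had 0 in either direction, with DESeq2 too. The lists on X inactivation and on the 2-cell-like state had 1 measured gene each and were not tested.

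Between Tdg −/− and Tdg ± ESCs, 491 genes were higher and 770 lower at an adjusted p under 0.05 from edgeR, of 13962. Chromosome 11 held 3 of the higher and 289 of the lower genes, and its median log2 fold change was −0.38 (camera, adjusted p = 4.42e-16; adjusted p = 0.262 with an estimated correlation). Chromosome 13 had a median of 0.13 (camera, adjusted p = 0.0355; adjusted p = 0.262 with an estimated correlation). Without Tdg ± lines 2 or 3, or Tdg −/− lines 2, 3 or 4, 21, 12, 14, 22 and 13 genes passed, and 5659 did without Tdg −/− line 1. Against wt ESCs, chromosome 11 had a median of 0.06 in Tdg −/− ESCs (camera, adjusted p = 0.144), and the medians per line did not differ by an exact permutation test (two-sided, p = 0.514). Chromosome 16 had one of −0.10 (camera, adjusted p = 0.0155; adjusted p = 0.977 with an estimated correlation), where wt line 1 stands apart. The trend over wild-type Tdg alleles called 5 of 14105 genes, Tdg, Gm3055, Hal and Ndufa12 falling and 1190007I07Rik rising as alleles were lost. It called 11, 2 and 2 genes without wt lines 1 to 3, 8 without Tdg ± line 3 and 10, 3 and 2 without Tdg −/− lines 1, 2 and 4. The 5 genes of the main fit all lie on chromosome 10, with Gm3055 0.883 Mb, Hal 10.9 Mb and Ndufa12 11.6 Mb from Tdg. Sequence around the targeted allele changes in step with the alleles, so the trend does not tell its dose from that of TDG.

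The fold changes of Tdg ± and Tdg −/− against wt ESCs share the 3 wt lines. Across 13701 genes, which are not independent replicates, their Pearson r was 0.54. In 30 simulations of unchanged groups against the same wt lines r was 0.50 to 0.63, with a mean of 0.56. The covariance was 0.180, against 0.0580 in the simulations, and 51.4% of genes had the same sign, against 68.2%. The observed r thus lay within the simulated values and the share of the same sign below them, and the covariance alone was higher. Tdg was the 1 gene called lower in both, where independent lists of these sizes would share 0.00073, and none was called higher in both. The wt lines are too few to be split in 2 groups of at least 2, so the shared wt lines are not ruled out as a source of part of the higher covariance.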
